# Increased matrix stiffness promotes fibrogenesis of hepatic stellate cells through AP-1-induced chromatin priming

**DOI:** 10.1038/s42003-025-08160-2

**Published:** 2025-06-12

**Authors:** Wenxue Zhao, Weihong Yuan, Tian Dong, Wei Qi, Zhijie Feng, Cheng Li, Yujie Sun

**Keywords:** Epigenomics, Transdifferentiation, Gene regulation

## Abstract

Matrix stiffness has significant effects on cell behavior, however, less is known regarding the epigenomic and transcriptional regulation underling the effect of matrix stiffness on cells. In this study, we use an in vitro system to assess the phenotypic shifts of hepatic stellate cells (HSCs) following changes in matrix stiffness, and integrate multi-omics with imaging and biochemical assays to investigate the molecular mechanisms. We show that cells cultured on a stiff matrix display more accessible chromatin sites, which consist of primed chromatin regions that become more accessible prior to the upregulation of nearby genes. These regions are enriched in fibrosis-associated genes that function in cytoskeletal organization and response to mechanical stimulus. We also identify activation of p-JUN in response to the stiff matrix and promoting phenotypic shifts. The identified chromatin accessibility-dependent effect of matrix stiffness may be responsible for various fibrotic diseases and provide insight into intervening approaches.

## Abstract (web summary)

The influence of matrix stiffness in hepatic stellate cells is explored in vitro, revealing that stiff matrices increase chromatin accessibility, particularly in fibrosis-related genes, and activate p-JUN, leading to phenotypic changes linked to fibrotic diseases.

## Introduction

Cells are subjected to a wide variety of mechanical stimulus, acting in multiple biological processes or diseases. For example, matrix stiffness, which refers to the rigidity of the extracellular matrix (ECM) surrounding cells, exerts various effects on cellular behavior such as proliferation, differentiation, migration, and ECM production^1^. During development, mechanical cues can guide the differentiation of stem cells^2^. Additionally, in most solid tumors, matrix stiffness alters the force-generation capability and metastatic potential of the cancer cells^3^. While it is known that matrix stiffness can induce changes in cytoskeletal organization and the expression of adhesion molecules, the manner by which matrix stiffness influences the expression and activity of epigenetic regulators and transcription factors, which play critical roles in the regulation of gene expression and cell fate, remains unclear. Moreover, fibrotic diseases, ECM dysregulation, wound healing, and tumorigenesis are intimately associated with alterations in the mechanical microenvironment^4–7^. Matrix stiffness has been implicated in fibrotic progression; however, the exact mechanisms underlying its contribution to disease pathogenesis remain elusive.

Recent advances have shown that mechanical force can regulate chromatin organization and that mechanosensitive transcription factors participate in the regulation of gene expression and cell state^8,9^. Considering the diverse phenotypic shifts that occur in hepatic stellate cells (HSCs) during the development and regression of liver fibrosis, the epigenetic changes induced by different matrix stiffness may be important contributors to shifts in cellular state^10^. The epigenome can act as a bridge connecting genotype and phenotype, and many studies have revealed that certain epigenomic changes can precede or foreshadow changes in gene expression^11,12^. For example, transient nuclear deformation and cyclic tensile stretch alter the levels and distribution of histone H3 trimethylation at lysine 9 and histone H3 trimethylation at lysine 27 (H3K27me3) to promote cell reprogramming or maintain genome integrity^13,14^. In addition, many transcription factors, such as YAP/TAZ and MRTF, are regulated by the mechanical stimuli^15,16^; however, the relationship between chromatin state and mechanotransduction during these processes is unclear, and the manner by which gene expression is regulated by chromatin remodeling needs to be explored further. Moreover, a recent advancement in multi-omics sequencing technologies, which enables joint profiling of the transcriptome and chromatin conformation, uncovered that widespread chromatin interactions are rewired before transcriptional activation^17^.

Here, we established an in vitro system to explore the function of matrix stiffness on cell phenotypic shifts. LX-2, a human HSC line, was seeding on hydrogel, the stiffness of which was adjusted to physiologically relevant conditions of cirrhotic and normal liver tissues. The myofibroblastic differentiation of HSC is a critical event in liver fibrosis and is part of the final common pathway to cirrhosis in chronic liver disease, and the matrix is reported a determinant of its differentiation^18^. During the progression of fibrosis, changes in biomechanical factors are mainly reflected in the reorganization and stiffening of the ECM. The continuous accumulation of ECM eventually results in an increase in tissue stiffness. And crucially, HSCs have the ability to sense these changes in stiffness, which then triggers their activation and prompts them to secrete even more ECM, thereby creating a vicious cycle^19^. Our focus on studying cell responses to stiffness in the context of fibrogenesis is precisely because stiffness acts as a key trigger in this vicious cycle. To investigate the mechanism underlying the regulation of HSC phenotypic shifts by matrix stiffness, we performed RNA-seq and ATAC-seq at two timepoints using cells exposed to an artificial matrix with two different stiffnesses, which allowed us to study the sequence of chromatin state changes and transcriptional regulation. Firstly, we found that cells cultured on a stiff matrix display a myofibroblastic phenotype. Meanwhile, chromatin accessibility and gene expression undergo reprogramming according to different matrix stiffnesses. Integrated analysis of the sequencing data identified primed chromatin sites that become accessible prior to the onset of gene expression, where the genes adjacent to these sites are mechanoresponsive and involved in fibrosis. Furthermore, we reveal that AP-1 family transcription factors play a key role in the reconstruction of chromatin accessibility and gene regulation in response to a stiff matrix. In summary, our data provide key insights into the molecular mechanism underlying the activation of HSCs by a stiff matrix and further explore the manner by which gene expression is reprogrammed through chromatin priming. These results also provide an explanation of the function of mechanical signaling in cell behavior, epigenomic landscaping, and transcription, which has important implications for better understanding biomechanics and disease pathogenesis.

## Results

### Matrix stiffness induces shifts in the fibrotic phenotype and transcriptome

To decode the mechanism underlying the induction of cell phenotypic shifts by mechanical signaling, we utilized a well-studied in vitro system in which matrix stiffness can be tuned to mimic that of physiological tissue^4^, allowing us to study the effect of mechanical stimulus on cell behavior. Human LX-2 HSCs, a commonly used cell line for the study of liver disease^20–22^, were seeding on hydrogels possessing a Young’s moduli similar to that of normal (~2 kPa, soft) or cirrhotic (~40 kPa, stiff) liver tissue^23,24^ for four days. When the HSCs cultured on tissue culture plastic for 7 days (similar to LX-2 cells in our work) were then transferred to either a soft or stiff matrix for further cultivation, the cells took a few days transiting from a rounded shape to a more spread, myofibroblast-like phenotype^25^. These results indicated that quickly after being transferred from TCP to matrices, cells start to set on activation and eventually adapt to the new mechanical environment. To assess their baseline state before being subjected to the hydrogel matrices and the subsequent changes, we measured the expression changes of active HSCs marker genes by qPCR of LX-2 cells at several critical timing points, including cells on TCP, resuspension, reseeding, and culturing on matrices for several days (Fig. 1a, b and Supplementary Fig. 1a). The results showed that when cells are transferred from TCP to a matrix, they firstly undergo a reversibility process with the gene expression patterns reset to quiescent HSC state with in several hours to one day, which is likely in accordance to the process of cells being trypsin digestion, resuspension, reseeded on the matrices, and re-adherence. Subsequently, the cells were observed to gradually establish a new steady state on either a stiff or soft matrix during the next 2–3 days. Based on these results, we collected cells cultured for 2 days and 4 days on matrices to study their mechanoresponsive mechanisms (Fig. 1c).

**Fig. 1:**
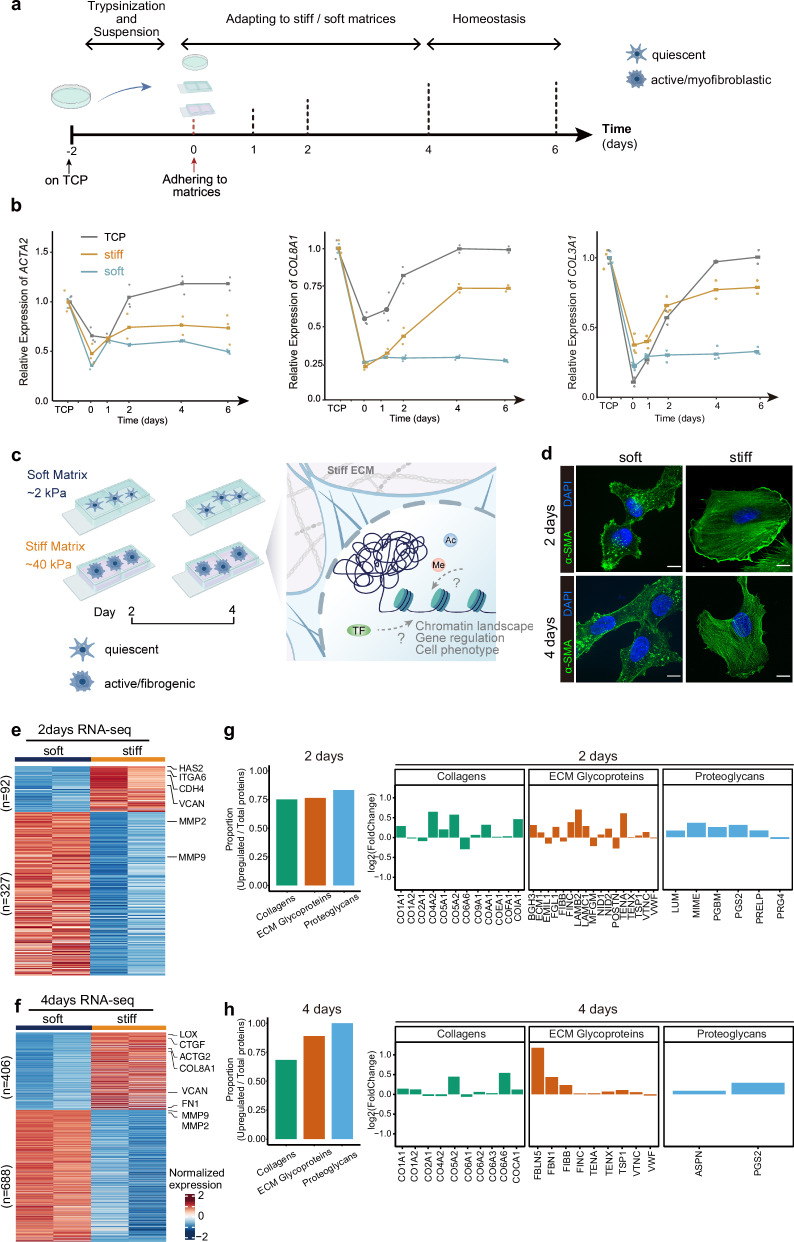
Different matrix stiffness facilitates HSC fibrogenesis as revealed by transcriptome profiling. **a** Schematic of cell phenotypic transition process when being isolated and reseeded onto matrices. Created in BioRender. Zhao, W. (2025) https://BioRender.com/722zjib. **b** The relative expression levels of fibrotic genes in LX-2 cell lines over a period of days. The cells were initially plated on TCP and then isolated and reseeded onto soft and stiff matrices and TCP. Each set of data contains at least two independent replicates. The bolded horizontal lines in each condition indicated the mean values. **c** An overview of the study design depicting the workflow for cell culture, multi-omics analysis, imaging, and biochemical assays. This figure was created with BioRender.com. **d** Representative immunofluorescence images of LX-2 cells cultured on different matrices for two or four days. Scale bar, 10 μm. **e** Heatmaps of RNA-seq datasets for LX-2 cells cultured on different matrices for two days. Genes were grouped according to similar expression patterns, showing 92 significantly upregulated and 327 significantly downregulated genes. Marker genes of fibrogenesis are listed on the right. Two independent experiments were performed for each category. **f** Heatmap of RNA-seq datasets for LX-2 cells cultured on different matrices for four days. Genes were grouped according to similar expression patterns, showing 406 significantly upregulated and 688 significantly downregulated genes. Marker genes of fibrogenesis are listed on the right. Two independent experiments were performed for each category. **g** The proportion of core ECM proteins that are upregulated in cells cultured on a stiff matrix for 2 days, relative to the total number of proteins detected. The expression changes of the three categories of core matrix proteins were detected in cells cultured for 2 days on stiff vs. soft matrices. **h** The proportion of core ECM proteins that are upregulated in cells cultured on a stiff matrix for 4 days, relative to the total number of proteins detected. The expression changes of the three categories of core matrix proteins were detected in cells cultured for 4 days on stiff vs. soft matrices.

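For the cells cultured for 2 days, expression on the stiff matrix was compared with expression on the soft matrix in 14570 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the libraries of both days in one fit. At an adjusted p-value under 0.05, 0 genes were upregulated and 0 were downregulated. The smallest adjusted p-value in this comparison was 0.334. At an unadjusted p-value under 0.05, 411 genes differed (2.82% of those tested). Of these, 152 were higher and 259 were lower on the stiff matrix, a balance that became 79 and 402 without scaling factors. The share of 2.82% is below the 0.05 that a calibrated test gives without any effect. The absence of genes past the adjusted cutoff is therefore no evidence that stiffness had no effect at 2 days. With an unadjusted p-value under 0.05 and at least a 2-fold change, 20 genes were higher and 73 were lower. Among the settings that kept the cutoff on the adjusted p-value, a fit of the libraries of this day on their own moved the result most, to 314 higher and 353 lower genes.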

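Among the 6 marker genes listed for the cells cultured for 2 days, HAS2, ITGA6, CDH4 and VCAN were higher and MMP2 and MMP9 were lower on the stiff matrix. HAS2, which encodes a hyaluronan synthase, lies on chromosome 8 of GRCh37 (hg19) from 122624356 to 122653680. Its expression, in CPM normalized by edgeR's TMM method, was 23.0 ± 1.41 (SD, n = 2) on the soft matrix and 61.7 ± 8.94 (SD, n = 2) on the stiff matrix. The log2 fold change was 1.42 (standard error 0.215, adjusted p = 0.334 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ITGA6, an integrin subunit gene on chromosome 2 from 173292082 to 173371187, had 107 ± 0.194 CPM on the soft and 159 ± 13.0 CPM on the stiff matrix (SD, n = 2 each), a log2 fold change of 0.57 with an adjusted p of 1 in the same edgeR test. CDH4, a cadherin gene on chromosome 20 from 59827317 to 60515673, had 116 ± 17.4 and 174 ± 6.17 CPM on the soft and the stiff matrix (SD, n = 2 each). Its log2 fold change was 0.59, with an adjusted p of 0.976 in the edgeR test. In each of these 3 genes, both libraries from the stiff matrix lay above both from the soft matrix. In an edgeR fit of the 2-day libraries alone, HAS2, ITGA6 and CDH4 passed (adjusted p = 3.72e-14, 9.14e-06 and 1.06e-05 by the quasi-likelihood test). With DESeq2 on all libraries, HAS2 passed (adjusted p = 1.38e-05), whereas ITGA6 and CDH4 did not. Of 15 other settings, HAS2 passed in 3, and ITGA6 and CDH4 in 2 each. Exons of HAS2 overlap those of HAS2-AS1 on the opposite strand, and the paper's text does not name the strand setting of the read counting.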

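For the cells cultured for 4 days, 5 genes were upregulated and 31 were downregulated on the stiff matrix at an adjusted p-value under 0.05 in the same edgeR fit. At an unadjusted p-value under 0.05, 1010 genes differed, which is 6.93% of the genes tested. With at least a 2-fold change added to the unadjusted cutoff, 107 genes were higher and 235 were lower. When the libraries of this day were fitted on their own by edgeR, 0 genes passed the adjusted cutoff in either direction. In that fit, 409 had an unadjusted p-value under 0.05, and the smallest adjusted p-value was 0.115. A separate DESeq2 fit of this day, added after the data were seen, gave 8 higher and 38 lower genes at the adjusted cutoff.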

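Of the genes listed for the cells cultured for 4 days, LOX, CTGF and FN1 were higher on the stiff matrix on average. LOX, which encodes lysyl oxidase, lies on chromosome 5 from 121398890 to 121414108 (GRCh37). It had 155 ± 9.73 CPM on the soft matrix and 238 ± 49.0 CPM on the stiff matrix (SD, n = 2 each), a log2 fold change of 0.62 (standard error 0.169, adjusted p = 0.36 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CTGF, now named CCN2, lies on chromosome 6 from 132269316 to 132272512. Its expression was 222 ± 7.76 CPM on the soft and 410 ± 0.636 CPM on the stiff matrix (SD, n = 2 each), a log2 fold change of 0.88 (standard error 0.15) with an adjusted p of 0.0945 in the edgeR test. It passed an adjusted cutoff of 0.05 in 5 of 15 other settings, DESeq2 among them. FN1, the fibronectin gene on chromosome 2 from 216225163 to 216300796, had 18436 and 26439 counts in the libraries from the soft matrix and 34504 and 16404 in those from the stiff matrix. The libraries overlapped, also in CPM, and the log2 fold change of 0.36 had an adjusted p of 0.856 in the edgeR test. Without the first stiff library, the log2 fold change of FN1 was -0.108. LOX and CTGF each overlap a gene on the opposite strand (SRFBP1 and LINC01013).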

Firstly, we characterized the phenotype of cells on different hydrogels at both time points. Immunofluorescence of α-smooth muscle actin (α-SMA) stress fibers was used to identify activated HSCs since it is a common marker of fibrotic HSCs. The cells cultured on the stiff matrix displayed well-organized actin stress fibers than those on the soft matrix (Fig. 1d and Supplementary Fig. 1b). To quantitatively detect the cytoskeletal gene, the expression of *ACTA2* was slightly up-regulated after 2 days of culture on a stiff matrix, and significantly up-regulated after 4 days of culture (Fig. 1b). These results demonstrate that LX-2 cells cultured on a stiff matrix display a fibrotic phenotype consistent with that of activated primary HSCs during fibrosis^18^. Next, we asked the question whether the shift toward a myofibroblastic phenotype is accompanied by global transcriptomic changes. RNA-seq uncovered genome-wide changes in the transcriptional landscape in response to mechanical stimulus after two and four days. 

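LX-2 cells, an immortalized line of human HSCs, were cultured on a soft (2 kPa) or a stiff (40 kPa) matrix for 2 or 4 days, and RNA of 2 libraries per condition was sequenced, 8 libraries in all. The paper names the Illumina HiSeq XTen for sequencing, whereas the sample labels name a NovaSeq instrument. The authors cleaned the paired-end reads with TrimGalore, mapped them to hg19 by STAR with default parameters and counted them per gene with htseq-count. They deposited the counts of 25369 genes without normalization and a table of FPKM of the same genes. In total, 27263935 and 25743300 counts fell on genes in the libraries from the soft matrix at 2 days, and 23828727 and 23257314 in those from the stiff matrix. At 4 days the totals were 21429944 and 21939634 on the soft matrix and 20738460 and 19955975 on the stiff matrix. The 10 genes with the most counts took between 4.76% and 6.80% of a library. For the tests here, counts were normalized by edgeR's TMM method, genes were kept by its filterByExpr function, and the 4 conditions were fitted together, so that they shared one estimate of the spread between replicates. The authors tested differential expression with DESeq2. The paper's text gives no fold-change cutoff for RNA-seq, and its statistics section gives a p-value under 0.05. Replicates differed by more than sampling noise in every condition, with a chi-square per degree of freedom of 10.2 (soft) and 3.53 (stiff) at 2 days and 20.1 (soft) and 119.7 (stiff) at 4 days. The coefficient of variation between replicates, beyond counting error, was 7.52% and 4.11% at 2 days and 12.2% and 31.2% at 4 days, for the soft and stiff matrix respectively. In a principal component analysis of log2 CPM, the first component (62.8% of the variance) separated the days, and the second (17.7%) was largest in size in the replicates from the stiff matrix at 4 days, at -34.56 and 50.38.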

The expression of *VCAN* (Versican), markers of fibrotic cells^24^, was increased in cells cultured on the stiff matrix. 

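VCAN lies on chromosome 5 of GRCh37 from 82767437 to 82878122 on the forward strand. After 2 days, its expression was 10.3 ± 0.184 CPM on the soft matrix and 15.4 ± 2.61 CPM on the stiff matrix (SD, n = 2 each), and both stiff libraries lay above both soft ones. At 2 days, the log2 fold change was 0.58 (standard error 0.269), with an adjusted p of 1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and an unadjusted p of 0.065. After 4 days, it was 10.5 ± 1.89 CPM on the soft and 12.4 ± 4.68 CPM on the stiff matrix (SD, n = 2 each), with overlapping libraries. The log2 fold change was 0.25 (standard error 0.273, adjusted p = 0.89 in the same edgeR test). At 4 days the difference was smaller than the spread between the replicates from the stiff matrix, whose values were 15.7 CPM and 9.1 CPM. Without the first of these replicates, the log2 fold change at 4 days was -0.194. In a fit of the 2-day libraries alone, VCAN passed the cutoff at 2 days (adjusted p = 0.00428 by edgeR's quasi-likelihood test). It passed in only this 1 of 15 other settings at 2 days. A DESeq2 fit of the 2-day libraries alone, added after the data were seen, did not call it (adjusted p = 0.0515).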

The expression levels of *MMP2* and *MMP9*, encoding matrix metalloproteinases that degrade the ECM, were decreased during fibrosis (Fig. 1e, f). 

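MMP2 lies on chromosome 16 of GRCh37 from 55423612 to 55540603, and MMP9 on chromosome 20 from 44637547 to 44645200. After 2 days, MMP2 fell from 11.7 ± 1.98 CPM on the soft matrix to 5.11 ± 1.24 CPM on the stiff matrix (SD, n = 2 each). The log2 fold change was -1.19 (standard error 0.223, adjusted p = 0.545 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After 4 days, MMP2 was at 9.8 ± 1.12 CPM on the soft and 1.72 ± 0.00635 CPM on the stiff matrix (SD, n = 2 each). This log2 fold change of -2.50 (standard error 0.255) had an adjusted p of 0.0151 in the edgeR test. MMP9 was at 13.3 ± 0.179 CPM on the soft and 3.35 ± 1.6 CPM on the stiff matrix after 2 days (SD, n = 2 each), a log2 fold change of -1.98 (standard error 0.298, adjusted p = 0.334 in the edgeR test). After 4 days, MMP9 was at 19.2 ± 2.41 CPM and 2.19 ± 0.321 CPM (SD, n = 2 each), and its log2 fold change of -3.13 had a standard error of 0.32. The 4-day difference in MMP9 passed the adjusted cutoff. Both genes were lower on the stiff matrix at both days in every library. Of 15 other settings, both passed at 4 days in 12. They failed in the separate edgeR fit, in limma without a filter and in voom with sample quality weights. At 2 days, both passed in 3 of the 15, DESeq2 among them. Separate DESeq2 fits, added after the data were seen and not among the 15, called both genes at both days. The change of the stiffness effect from 2 to 4 days was -1.32 for MMP2 and -1.15 for MMP9 on the log2 scale, each with an adjusted p of 1 in the edgeR test. The unadjusted p-values of this edgeR test were 0.00466 for MMP2 and 0.029 for MMP9.

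**Figure D1:**
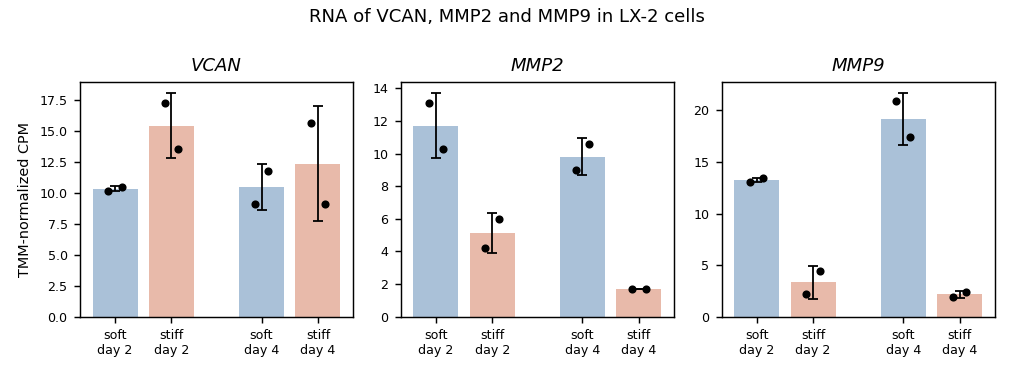
Expression of VCAN, MMP2 and MMP9 in LX-2 cells in TMM-normalized CPM (vertical axis), by matrix and day (horizontal axis). Bars are means of 2 libraries, error bars are SD and points are single libraries; at 4 days the points of VCAN overlap between the matrices, whereas those of MMP2 and MMP9 do not.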

A greater number of genes were differentially expressed at four days than at two days, and this alteration in gene expression is consistent with those reported in previous studies on active HSCs in liver fibrosis^26–28^. 

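In the fit of all 8 libraries, 36 more genes passed the adjusted cutoff at 4 days than at 2 days. A test of the change of the stiffness effect between the days found 0 genes at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test). The unadjusted p-value was under 0.05 for 284 genes (1.95%), below the share of 0.05 that a calibrated test gives without any effect. The smallest adjusted p-value of any gene in this test was 0.9997. Adjusted p-values thus do not tell genes apart here, and passing none is no evidence of no change. Which day had more genes depended on the fit and on the cutoff. With a separate edgeR fit for each day, the difference was -667 genes, that is, fewer at 4 days. In separate DESeq2 fits, added after the data were seen, it was -323 at the adjusted cutoff. It was 20 in those fits when at least a 2-fold change was added. The libraries carry replicate numbers 1 and 2 in each condition. Across genes, deviations of same-numbered soft and stiff libraries from their group means had a correlation of -0.0358 at 2 days and -0.49 at 4 days. With the replicate number as a block, 3 genes were higher and 11 were lower at 4 days, and 0 passed at 2 days, where 269 had an unadjusted p-value under 0.05. With the pairs crossed at 4 days, a setting chosen after the correlation was seen, 15 genes were higher and 47 were lower at 4 days. The genes with the largest falls at 4 days included VCAM1, CCL5 and OASL. VCAM1 (chromosome 1, 101185298 to 101204601) fell from 19.4 ± 0.924 CPM on the soft to 0.758 ± 0.664 CPM on the stiff matrix (SD, n = 2 each), a log2 fold change of -4.62 (standard error 0.479). It rests on 25 and 5 counts in the stiff libraries. CCL5 (chromosome 17, 34198495 to 34207797) had a log2 fold change of -3.66 (standard error 0.316, adjusted p = 0.0106 in the edgeR test) and OASL (chromosome 12, 121455566 to 121477049) one of -3.34 (standard error 0.231, adjusted p = 0.00882 in the edgeR test).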

Gene Ontology (GO) enrichment analysis shows that the upregulated genes are enriched in fibrotic pathways and biological processes associated with activated HSCs (Supplementary Fig. 1c, d). 

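The genes that passed the adjusted cutoff as upregulated on the stiff matrix at 4 days were KRTAP2-3, FOS, KRT34, ADRA2A and IGFBP3. At 2 days none passed this cutoff. KRTAP2-3, on chromosome 17 from 39215492 to 39216366, had a log2 fold change of 2.30 (standard error 0.252, adjusted p = 0.0182 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It belongs to a family of keratin-associated protein genes with near-identical copies, between which the counting could have split reads, so its value is uncertain. KRT34, on chromosome 17 from 39533921 to 39538558, rose from 20.3 ± 0.393 CPM on the soft to 54.6 ± 4.12 CPM on the stiff matrix (SD, n = 2 each), a log2 fold change of 1.43. ADRA2A, on chromosome 10 from 112836787 to 112840665, rose from 7.7 ± 0.267 CPM to 17.6 ± 0.175 CPM (SD, n = 2 each), a log2 fold change of 1.19. FOS, on chromosome 14 from 75745529 to 75748933, was at 3.02 ± 0.316 CPM on the soft and 12.6 ± 0.493 CPM on the stiff matrix (SD, n = 2 each). The number of upregulated genes at 4 days depended on the setting. It was 0 when this day was fitted on its own (153 at an unadjusted p-value under 0.05), 3 with the replicate number as a block and 50 with DESeq2. In settings chosen after the data were seen, it was 3 with voom and sample quality weights, 8 in separate DESeq2 fits and 46 with offsets for gene length and GC content. The GO terms of these genes were not analysed here.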

Next, we examined the implications of the soft versus stiff matrices for recapitulation of the in vivo quiescent and active HSCs. By comparing with the gene expression of HSCs from cirrhotic patients vs. healthy donors, cells on the soft and stiff matrices were respectively enriched with the signatures of quiescent and active HSCs, indicating their potential in respectively stimulating the gene expression patterns of in vivo quiescent or active HSCs (Supplementary Fig. 1e, f). We performed the secretory proteomic approach using liquid chromatography-tandem mass spectrometry (LC-MS/MS) to analyze the ECM deposition of cells on different matrices over periods of 2 and 4 days. The results revealed that the expression of core ECM proteins in cells cultured on the stiff matrix was generally upregulated compared to those cultured on soft substrates (Fig. 1g, h). The core ECM proteins, including collagens, ECM glycoproteins, and proteoglycans, assemble and remodel ECM and regulate cellular functions. Compositions of ECM are qualitatively and quantitatively dynamic during tissue fibrosis^29^. This finding is consistent with previous research, in which Wu et al., using LC-MS/MS, analyzed and found that the expression of core ECM proteins in the fibrotic livers of CCl_4_-treated mice was also upregulated^30^. Taken together, these results show that a stiff matrix induces the transition toward a fibrotic phenotype, in addition to the upregulation of fibrosis-related genes in HSCs. The stiff matrix-induced fibrotic phenotype became increasingly pronounced during continuous stimulation.

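Across the 14570 genes tested, the log2 fold changes between the matrices at 2 days and at 4 days had a Pearson r of 0.282 and a Spearman rho of 0.192, and 8271 genes had the same sign at both days. These are correlations across genes, which are not independent replicates. Among the 36 genes that passed the adjusted cutoff at 4 days, r was 0.898 and rho was 0.911. All 36 had the same direction at 2 days and a smaller change then, and 32 had an unadjusted p-value under 0.05 at 2 days by edgeR's quasi-likelihood test. These genes were selected by their value at 4 days, which enlarges that value relative to the one at 2 days. With each of the 8 libraries left out in turn, r across all genes ranged from 0.103 to 0.317. Taking the staining, RNA-seq and proteomic results together, the paper concludes that a stiff matrix induces a fibrotic phenotype with upregulation of fibrosis-related genes, and states that this phenotype became more pronounced under continuous stimulation.

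**Figure D2:**
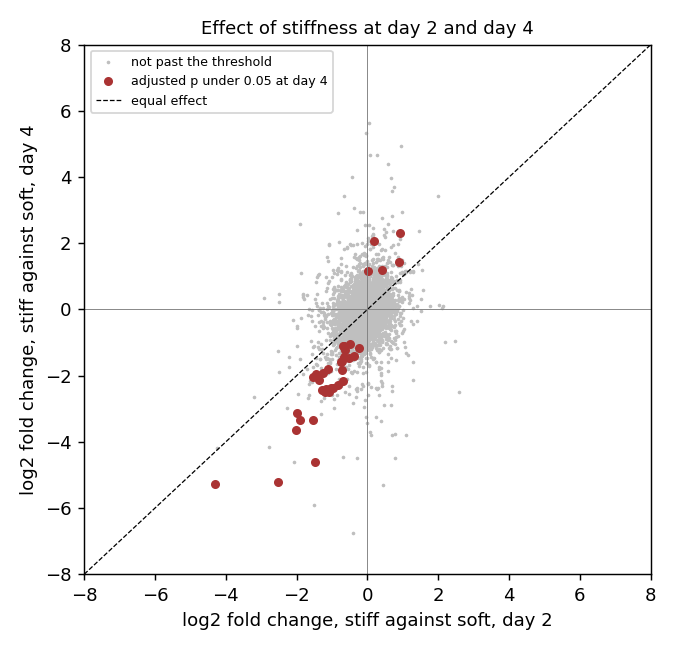
Log2 fold change of each tested gene on the stiff against the soft matrix at 2 days (horizontal axis) and at 4 days (vertical axis). Red points are the 36 genes with an adjusted p-value under 0.05 at 4 days, gray points are the other genes and the dashed line marks equal effects; the red points lie on the same side of 0 at both days and farther from 0 at 4 days.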

### Increased matrix stiffness is accompanied by dynamic chromatin accessibility

To explore the mechanisms underlying transcriptomic changes in response to a stiff matrix, we assessed the chromatin accessibility dynamics using transposase-accessible chromatin with sequencing (ATAC-seq). Analysis of differentially accessible peaks (DAPs) on day 4 revealed 3786 significantly more accessible peaks in cells cultured on the stiff matrix, with only 256 peaks found to be significantly less accessible (Fig. 2a). The genes adjacent to the more accessible regions in cells cultured on the stiff matrix for four days were enriched in cell proliferation and adhesion pathways (Supplementary Fig. 2a). To reveal the changes that occur during the HSC activation process and further study the function of alterations in chromatin state in gene regulation, ATAC-seq was performed using cells cultured on the stiff matrix for two days. A total of 750 more accessible peaks and 147 less accessible peaks were found (Fig. 2a). The genes adjacent to the more accessible regions in cells cultured on the stiff matrix for two days were enriched in protein phosphorylation and signal transduction pathways as well as wound healing, which is known to be associated with the activated HSC phenotype (Supplementary Fig. 2b). These data demonstrated that culturing HSCs in a stiff matrix induced a greater number of more accessible chromatin sites, which may be responsible for the upregulation of fibrosis-associated genes. To explore the manner by which DAPs induced by matrix stiffness affect the transcriptome, we characterized DAPs according to their relative locations to genes. DAPs were mostly located in intergenic and intronic regions, where enhancers were abundant and may play a key role in gene regulation (Fig. 2b)^31^.

**Fig. 2:**
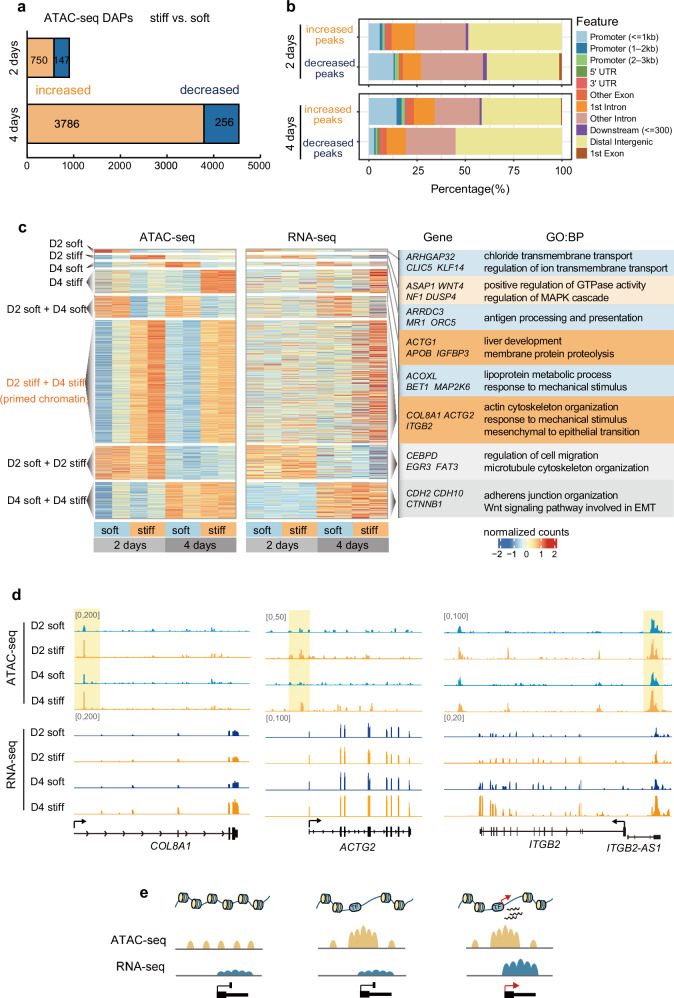
Dynamics of chromatin accessibility during fibrogenesis. **a** The stack bar plot showing the differentially accessible peaks (DAPs) for cells cultured on different matrices for two or four days. **b** Genomic feature annotation of differentially accessible ATAC-seq peaks. **c** Analysis of unique or shared clusters of open chromatin regions. Heatmap shows ATAC-seq signals for unique and shared peak groups and adjacent gene RNA-seq patterns for echo groups (left panel). The marker genes and top GO terms for each cluster are listed on the right (right panel). **d** Normalized ATAC-seq signal profiles of primed chromatin loci in *COL8A1, ACTG2, ITGB2* from cells on the soft or stiff matrix, shown together with a normalized RNA-seq profile by the sequencing depth. The transcription start site of each gene is marked by yellow box. **e** Cartoon model showing that changes in primed chromatin accessibility foreshadow changes in gene expression.

### Stiffness-induced dynamic chromatin accessibility precedes changes in gene expression

To better understand the relationship between chromatin accessibility and the regulation of fibrosis-associated genes in response to matrix stiffness, we compared the differentially accessible regions with gene expression patterns. We first identified the open chromatin regions unique to each sample and then defined regions either shared between cells cultured for two and four days or between soft and stiff matrices, classifying them into eight clusters (Fig. 2c). As for the nomenclature for the clusters, the first four clusters represent regions that are specifically increased ATAC-seq sites under different culture conditions. For example, “D2 soft” represents the ATAC-seq sites that are specifically increased in cells cultured on the soft matrix for two days. While the last four clusters represent sites that are commonly increased under two of the culture conditions. For example, “D2 stiff + D4 stiff” represents the ATAC-seq sites that are commonly decreased both in cells cultured on the stiff matrix for two and four days (Fig. 2c). 

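Fig. 2c names 25 genes beside the 8 clusters of open chromatin regions, and 20 of them had enough counts in the LX-2 RNA-seq libraries to be tested. On the stiff against the soft matrix, 0 of the 20 passed an adjusted p-value of 0.05 at 2 days and 1, IGFBP3, passed at 4 days (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From 2 to 4 days, 7 of the 20 changed on the soft matrix and 8 on the stiff matrix by the same cutoff, 6 of them on both. CDH10, named beside the regions shared by both matrices at 4 days, rose on the soft matrix by 3.24 and on the stiff matrix by 3.34 on the log2 scale. At 2 days CDH10 had only 6 and 6 counts in the soft libraries and 0 and 4 in the stiff ones. CDH2 and CTNNB1, named beside the same regions, rose by 0.422 and 0.242 on the soft matrix. On the stiff matrix they rose by 0.213 and 0.151, and neither gene passed the adjusted cutoff on either matrix. ARRDC3, MR1 and ORC5 were named beside the regions open on the soft matrix at 4 days. On the stiff against the soft matrix at 4 days, ARRDC3 and MR1 had log2 fold changes of -0.358 and -0.382. Their adjusted p-values were 0.809 and 0.736 in the edgeR test. ORC5 went the other way, with a log2 fold change of 0.105 (adjusted p = 0.903 in the edgeR test).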

Subsequently, we evaluated the RNA expression patterns of genes adjacent to the chromatin regions in each cluster. 

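IGFBP3 lies on chromosome 7 of GRCh37 from 45951844 to 45961473 on the reverse strand. In cells cultured for 2 days, its expression was 16.5 ± 0.903 CPM on the soft and 16.7 ± 2.02 CPM on the stiff matrix (SD, n = 2 each), a log2 fold change of 0.018 with overlapping libraries, which was -0.049 without scaling factors. In cells cultured for 4 days, it was 36.9 ± 2.55 CPM on the soft and 81.8 ± 9.2 CPM on the stiff matrix (SD, n = 2 each). This log2 fold change of 1.15 (standard error 0.154) had an adjusted p of 0.0362 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it passed the cutoff in 11 of 15 other settings. From 2 to 4 days, IGFBP3 rose by 1.16 on the soft matrix and by 2.29 on the stiff matrix on the log2 scale. The change of the stiffness effect between the days, 1.13 (standard error 0.218), had an unadjusted p of 0.000885 and an adjusted p of 1 in the edgeR test.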

As expected, the overall gene expression levels were positively correlated with promoter accessibility, for example, *IGFBP3* (Insulin-like Growth Factor Binding Protein 3) (Fig. 2c and Supplementary Fig. 2c), which is consistent with the notion that chromatin accessibility governs the expression of nearby genes^32^. 

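COL8A1, ACTG2 and ITGB2 are the genes whose RNA-seq profiles are shown with chromatin accessibility in Fig. 2d. COL8A1 had 28.6 ± 1.8 CPM on the soft and 31.1 ± 5.27 CPM on the stiff matrix after 2 days, and 51.0 ± 12.3 CPM and 80.2 ± 44.4 CPM after 4 days (SD, n = 2 each). ACTG2, which encodes a smooth muscle gamma-actin, lies on chromosome 2 from 74119441 to 74146992 (GRCh37). It had 7.42 ± 2.0 CPM on the soft and 7.82 ± 2.77 CPM on the stiff matrix after 2 days (SD, n = 2 each), with a log2 fold change of 0.075 that was smaller than the spread between replicates. After 4 days, it had 21.5 ± 2.73 CPM on the soft and 36.9 ± 6.4 CPM on the stiff matrix (SD, n = 2 each). At 4 days, the log2 fold change was 0.78 (standard error 0.278, adjusted p = 0.567 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an unadjusted p of 0.0237. ITGB2, an integrin subunit gene on chromosome 21 from 46305868 to 46351904, had log2 fold changes of 0.91 (standard error 0.379) at 2 days and 1.11 (standard error 0.346) at 4 days. Its counts were low, between 32 and 124 per library, and its exons overlap those of ITGB2-AS1 on the opposite strand. The adjusted p of ITGB2 was 1 at 2 days and 0.46 at 4 days in the edgeR test. The change of the stiffness effect from 2 to 4 days was 0.53 for COL8A1, 0.70 for ACTG2 and 0.20 for ITGB2 on the log2 scale. Each had an adjusted p of 1 in the edgeR test, with unadjusted p-values of 0.326, 0.12 and 0.713. None of these 3 genes passed the adjusted cutoff on the stiff against the soft matrix at either day in any of 15 other settings.

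**Figure D3:**
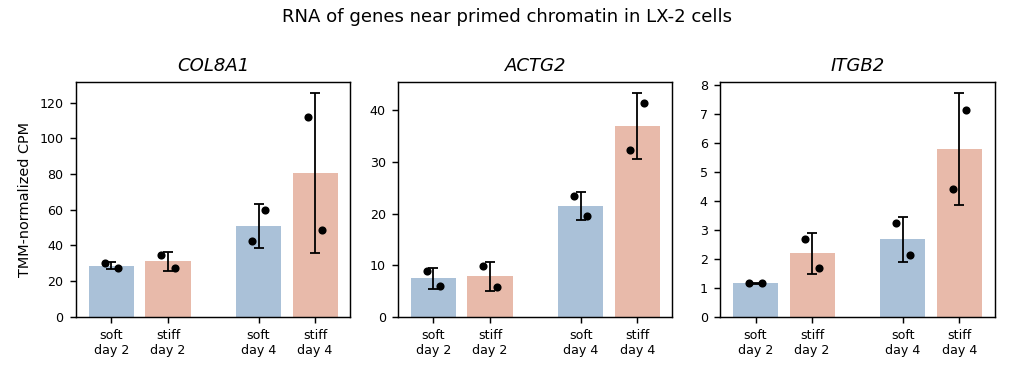
Expression of COL8A1, ACTG2 and ITGB2 in LX-2 cells in TMM-normalized CPM (vertical axis), by matrix and day (horizontal axis). Bars are means of 2 libraries, error bars are SD and points are single libraries; at 4 days the libraries of ACTG2 and ITGB2 do not overlap between the matrices, whereas those of COL8A1 do.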

Notably, a larger number of chromatin regions became more accessible in cells cultured for two days on stiff matrix relative to soft matrix; however, the genes adjacent to these regions were not upregulated until day 4 (Fig. 2d; the “D2 stiff + D4 stiff ” cluster). Such regions contain several fibrosis marker genes such as *COL8A1* (Collagen Type VIII Alpha 1 Chain) (Fig. 2d). 

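COL8A1 lies on chromosome 3 of GRCh37 from 99357319 to 99518070 on the forward strand. After 2 days, the log2 fold change on the stiff against the soft matrix was 0.12 (standard error 0.359, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After 4 days, the libraries from the soft matrix were at 42.3 CPM and 59.7 CPM and those from the stiff matrix at 112 CPM and 48.8 CPM, with 2271 and 847 counts in the stiff libraries. The log2 fold change at 4 days was 0.65 (standard error 0.357, adjusted p = 0.826 in the same edgeR test). Without the first stiff library it was -0.054, and without the second it was 1.14, so that the direction at 4 days rests on 1 library. From 2 to 4 days, COL8A1 rose on the stiff matrix by 1.37 on the log2 scale (adjusted p = 0.0282 in the edgeR test) and on the soft matrix by 0.84 (adjusted p = 0.12 in the edgeR test). The difference between these rises, 0.53, had an unadjusted p of 0.326 in the edgeR test, so a larger rise on the stiff matrix is not shown. In an edgeR fit of the stiff libraries alone, no gene passed over time (smallest adjusted p = 0.0513).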

We defined these regions as mechanically primed chromatin regions, where dynamic chromatin accessibility precedes and foreshadows changes in gene expression in response to mechanical stimulus (Fig. 2e). Previous studies have reported that chromatin priming plays an important role in facilitating gene activation during cell differentiation and lineage specification, since it allows for a more rapid response to external signals^33,34^. Based on this evidence, the primed chromatin may regulate fibrosis-associated gene expression in response to mechanical signaling.

We next examined the enrichment of GO terms for genes adjacent to each cluster of primed chromatin regions. Although individual clusters were enriched in GO terms for various functions, most clusters were enriched in GO functions related to HSC activation in liver disease (Fig. 2c)^35,36^. Notably, the genes associated with primed chromatin regions were enriched in functions related to actin cytoskeleton organization, response to mechanical stimulus, and mesenchymal-to-epithelial transition, which have been reported in activated HSCs^37,38^. In addition, the genes that became more accessible in cells cultured on a stiff matrix for two days (the “D2 stiff ” cluster) tended to participate in housekeeping kinase signaling pathways essential to the early stages of cell proliferation (Fig. 2c). However, the genes that became more accessible in cells cultured on a stiff matrix for four days (the “D4 stiff ” cluster) were related to liver development and membrane protein proteolysis (Fig. 2c)^39^, which have been reported to be activated during fibrotic progression^40,41^, indicating that the activation of mechanical signaling transduction pathways affects cell behavior. The accessible peaks shared by cells cultured on the soft and stiff matrix for two days were enriched in cell migration and cytoskeletal organization pathways that contribute to cell spread and colonization on hydrogels (Fig. 2c). By contrast, the peaks shared by cells on day 4 were enriched in adherens junction organization and epithelial transition pathways related to increased cell density (Fig. 2c). Collectively, dynamic chromatin accessibility induced by the stiff matrix is associated with diverse functional pathways converging to mechanosensing genes in response to mechanical stimulus.

### Primed chromatin accessibility remodeling is positively associated with activation of the H3K27ac modification

To explore the mechanism underlying the establishment of primed chromatin, we characterized the genomic features of the primed chromatin regions and subsequently employed chromHMM to train 10 chromatin states of HSCs using five epigenetic markers^42^. The chromatin states were trained using ENCODE ChIP-seq data generated from primary HSCs. Previous studies have reported that changes in histone modifications may precede changes in gene expression, resulting in the establishment of primed chromatin^43^. We found that primed chromatin regions were enriched in bivalent promoters (Fig. 3a) containing both H3K27me3 and H3K4me3, representing repressive and activating histone modifications that maintain these chromatin regions poised for activation^43^. Moreover, primed chromatin regions were also enriched in active enhancers (Fig. 3a) containing H3K27ac, which are responsible for enhancer activation^44^. These results are in accordance with those previously reported that H3K27ac modifications may mark genomic regions primed for activation^45^.

**Fig. 3:**
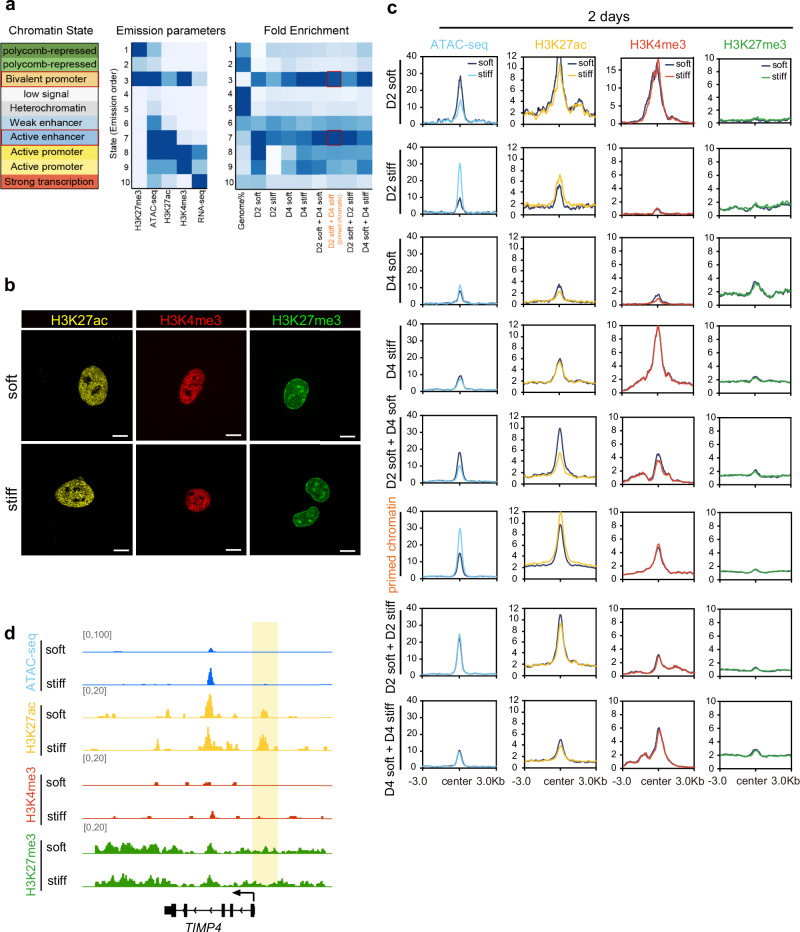
Characterization of dynamic histone modifications around primed chromatin. **a** Ten chromatin markers were used to train the chromatin states in primary hepatic stellate cells by chromHMM. The different shades of the same color were used to distinguish the chromatin state. The middle section displaying a heatmap of the emission parameters, in which each row corresponds to a different state, and each column corresponds to a different mark defined on the basis of the observed data. The right heatmap displays the fold enrichment for the eight chromatin accessibility clusters in epigenomic-marked chromatin states. A darker blue color corresponds to a greater fold enrichment, and there is one color scale for the entire heatmap. **b** Profiles of H3K4me3, H3K27me3, and H3K27ac signals surrounding different chromatin clusters as defined in Fig. 2a. Rows correspond to ±3 kb regions across the midpoint of each primed chromatin site. **c** Normalized H3K4me3, H3K27me3, and H3K27ac signal profiles at a locus in *TIMP4* are shown together with a normalized ATAC-seq profile. The vertical yellow boxes highlight the transcription start sites. **d** Representative immunofluorescence images of cells cultured on different matrices for two days. Anti-H3K27ac (yellow), anti-H3K4me3 (red), and anti-H3K27ac (green). Scale bar, 10 µm.

To further explore the association between histone modifications and the establishment of primed chromatin in response to matrix stiffness, we performed Cut&Tag experiments targeting H3K4me3, H3K27me3, and H3K27ac in LX-2 cells cultured for two days on soft and stiff matrices, and compared the changes in histone modifications among the 8 chromatin accessibility clusters^46^. The results showed a globally similar distribution of histone modifications in the whole genome-wide (Fig. 3b and Supplementary Fig. 3a). The H3K4me3 and H3K27me3 levels remained stable in all the clusters in response to the stiff matrix (Fig. 3c). By contrast, the H3K27ac modification level was specifically increased in the “primed chromatin” and “D2 stiff ” clusters but not in the other clusters, indicating specifically increased chromatin accessibility in these regions in response to the stiff matrix (Fig. 3c). As an example, the fibrosis marker gene *TIMP4* displayed increased chromatin accessibility and H3K27ac modification levels; however, there was no change in the histone methylation levels within its promoter region (Fig. 3d). This finding is consistent with previous reports that H3K27ac contributes to chromatin accessibility and distinguishes active from inactive regulatory elements^44^. Taken together, these results suggest that H3K27ac is involved in the process by which stiffness-induced primed chromatin is prepared for transcriptional activation.

### AP-1 factor motifs are enriched in primed chromatin regions in response to matrix stiffness

The universality of priming mechanisms that include both selective histone modifications and transcription factor (TF) binding has been confirmed by genome-wide studies^47,48^. Moreover, one study focusing on chromatin reprogramming and genome activation revealed that pioneer factors can bind nucleosomal DNA to regulate histone modifications and chromatin accessibility during zygotic genome activation (ZGA), suggesting that H3K27ac is not absolutely required for chromatin opening^49^. Furthermore, TFs are regarded as master regulators of the epigenome and global transcriptional activity^50,51^. To explore potential TFs responsible for the primed chromatin regions induced by a stiff matrix, we performed HOMER enrichment analysis to identify enriched TF binding motifs^52^. The activator protein-1 (AP-1) and TEAD families were the most enriched motifs in primed chromatin regions (Fig. 4a). TFs in the AP-1 family bind DNA and contribute to genome-wide remodeling of the epigenetic landscape, and thus may function as pioneer factors^53–55^. In support of this role, the AP-1 motif had stronger footprint signals in primed chromatin regions of cells cultured on the stiff matrix (Fig. 4b). These results suggest that AP-1 family TFs may be responsible for primed chromatin regions and downstream changes in gene expression.

**Fig. 4:**
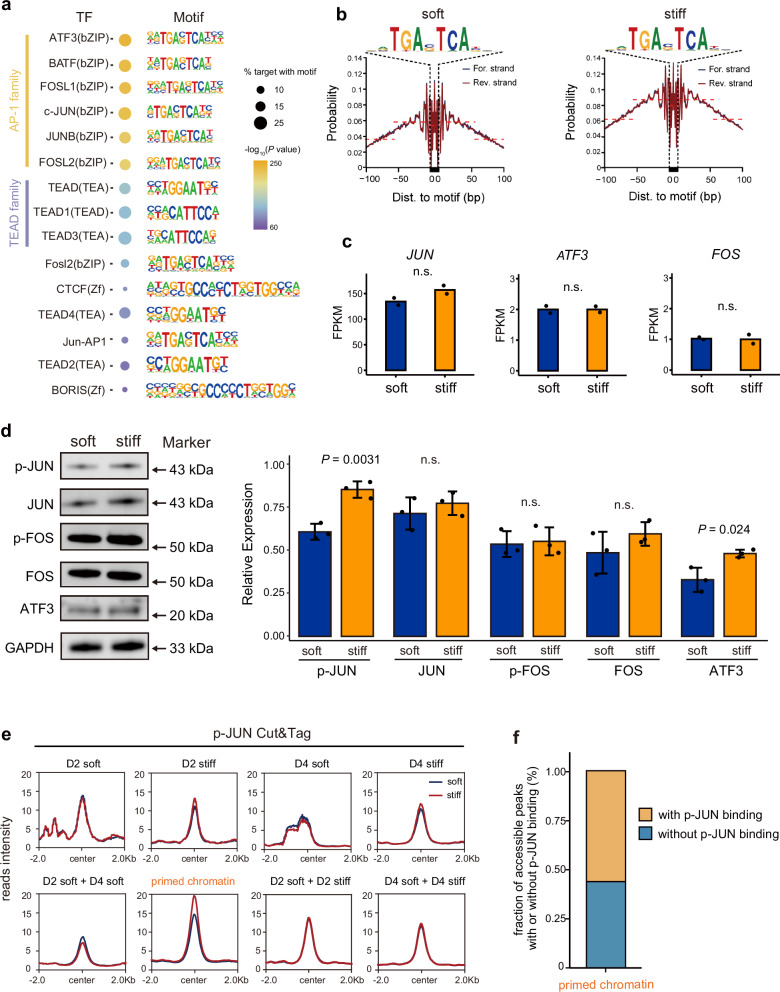
AP-1 factor motifs are enriched in primed chromatin regions in response to matrix stiffness. **a** Transcription factor enrichment in primed chromatin regions. **b** ATAC-seq footprint showing motifs enriched in primed chromatin regions from cells in the soft and stiff matrices. **c** mRNA expression levels of *JUN*, *ATF3*, *FOS*, *JUNB*, *FOSL1*, and *FOSL2* in LX-2 cells cultured on soft and stiff matrix for two days (n.s. non-significant, two-tailed Wilcoxon test; two independent experiments). **d** Western blots and statistical results showing the protein expression levels of p-Jun in LX-2 cells cultured for two days on the soft and stiff matrices. GAPDH served as the loading control. Western-blot are representative of three independent experiments. The statistical results are shown as mean ± standard deviation (SD), one-way ANOVA. **e** CUT&Tag signal showing the binding of p-JUN in the different chromatin clusters defined in Fig. 2c. **f** Stacked bar plots showing the binding faction of p-JUN in defined chromatin region clusters. Primed chromatin is highlighted in yellow.

Next, we asked the question whether the increased mRNA expression or enhanced binding of activated AP-1 family TFs contributes to primed chromatin remodeling in response to matrix stiffness. As the previous studies reported, AP-1 is a menagerie of dimeric basic region-leucine zipper (bZIP) proteins that belong to the Jun (c-Jun, JunB, JunD), Fos (c-Fos, FosB, Fra-1 and Fra2), Maf (c-Maf, MafB, MafA, MafG/F/K and Nrl) and ATF (ATF2, LRF1/ATF3, B-ATF, JDP1, JDP2) sub-families, each sub-family of TFs share some similarities in structure and function^56,57^. RNA-seq shows that the expression of most AP-1 TFs remained stable in cells cultured on the soft and stiff matrices (Fig. 4c). 

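The deposited FPKM of the genes named in Fig. 4c were compared between the matrices after 2 days. With 2 libraries against 2, the exact two-sided permutation test has 6 relabelings and cannot give a p below 0.333, so no difference can reach 0.05. JUN was at 134 ± 10.7 FPKM on the soft and 157 ± 9.52 FPKM on the stiff matrix (SD, n = 2 each). ATF3 was at 2.04 ± 0.0958 FPKM and 1.93 ± 0.279 FPKM, and its libraries overlapped (exact permutation test, p = 1). FOS was at 1.1 ± 0.0546 FPKM on the soft and 1.24 ± 0.0548 FPKM on the stiff matrix, a difference larger than the spread between replicates. FOSL1 was at 315 ± 6.27 FPKM and 346 ± 5.43 FPKM, and FOSL2 at 29.1 ± 1.36 FPKM and 32.9 ± 0.747 FPKM. JUNB was lower on the stiff matrix, at 17.0 ± 1.16 FPKM against 26.2 ± 1.66 FPKM (SD, n = 2 each). Of these genes, JUNB had the ratio of stiff to soft farthest from 1, at 0.649. In the edgeR fit of the counts, its log2 fold change was -0.624 with an adjusted p of 1, and JUNB passed the adjusted cutoff in 2 of 15 other settings. Exons of JUNB overlap those of HOOK2 on the opposite strand. The other genes named in Fig. 4c did not pass at 2 days in any of these settings.

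**Figure D4:**
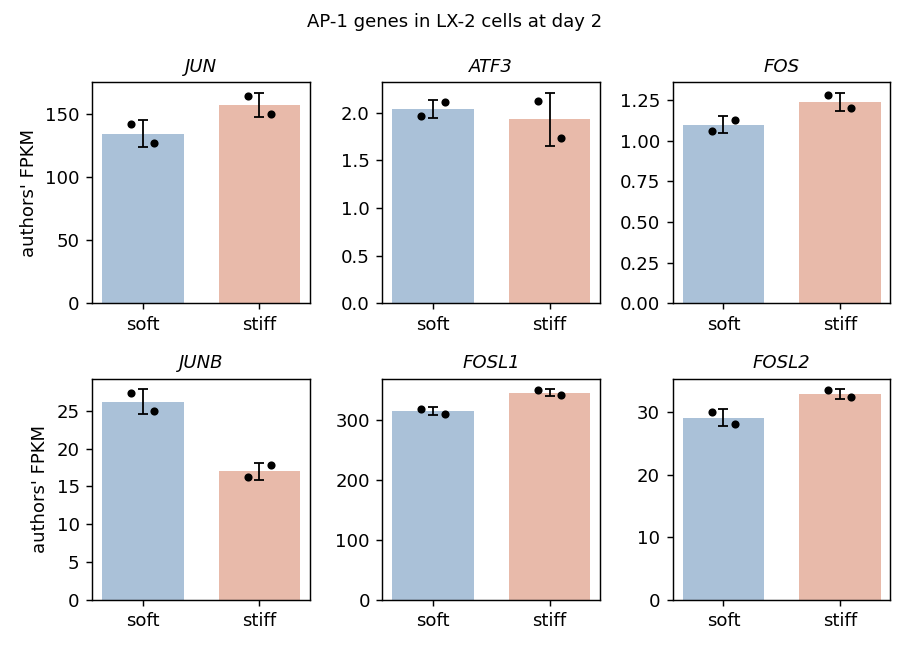
FPKM of the AP-1 genes of Fig. 4c as deposited by the authors (vertical axis) in LX-2 cells cultured for 2 days on the soft or stiff matrix (horizontal axis). Bars are means of 2 libraries, error bars are SD and points are single libraries; only the libraries of ATF3 overlap between the matrices.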

The scRNA-seq using primary HSCs from patients with liver cirrhosis and healthy donors^36^ showed that the transcription level of *JUN* was moderately decreased in cirrhotic livers (Supplementary Fig. 4a–d). 

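JUN lies on chromosome 1 of GRCh37 from 59242517 to 59249720 on the reverse strand. In LX-2 cells, its expression by RNA-seq was 447 ± 36.7 CPM on the soft and 522 ± 32.6 CPM on the stiff matrix after 2 days (SD, n = 2 each). The log2 fold change was 0.22 (standard error 0.139, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After 4 days, it was 301 ± 6.79 CPM on the soft and 356 ± 32.5 CPM on the stiff matrix (SD, n = 2 each), a log2 fold change of 0.24 (adjusted p = 0.831 in the same edgeR test). At both days the stiff libraries lay above the soft ones. Over 15 other settings, the log2 fold change at 2 days ranged from 0.157 to 0.248, and none passed the adjusted cutoff.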

Taken together, these results suggested that *JUN* expression remained stable, and the mRNA expression level was not the main reason for its enhanced enrichment on primed chromatin in response to the stiff matrix.

Although TF expression provides the first line of evidence for the locations in which they may function, their activity often depends on post-transcriptional events, and the mRNA levels do not necessarily indicate regulatory activity^58^. As TFs can move around and bind primed chromatin without necessarily increased expression, we next focused on exploring whether the binding of activated AP-1 TFs was enhanced, resulting in primed chromatin state. Since some of the AP-1 TFs (JUN, FOS) can be phosphorylated at distinct residues by different kinases and thus possess enhanced transcriptional activity^59^, we compared the change of protein levels of JUN, p-JUN, FOS, p-FOS, and ATF3 by western blot using specific antibodies (Table 1). We found that p-JUN and ATF3 expressed at higher protein levels in cells cultured on a stiff matrix for two days, while other factors in the AP-1 family remained stable at the protein level (Fig. 4d). Next, we used the CUT&Tag technique targeting p-JUN and ATF3 in the same experimental batch to capture its binding affinity in the different clusters of chromatin regions. An increased binding level of p-JUN was found specifically in primed chromatin regions (Fig. 4e), and the fraction of p-JUN on accessible peaks also showed a preference for primed chromatin regions (Fig. 4f). However, the enrichment of ATF3 in primed chromatin regions remains unchanged in response to matrix stiffness (Supplementary Fig. 5a). Additionally, the fraction of ATF3 on accessible peaks does not show a preference for primed chromatin regions like p-JUN (Supplementary Fig. 5b). JUN is the most efficacious transcriptional activator in the AP-1 family^56^ and is considered an important regulator of hepatic stress responses^60^. Taken together, these results indicate that AP-1 factors, in particular p-JUN, are enriched in primed chromatin regions and may mediate their establishment in response to mechanical stimulus.

**Table 1:** Resources

Reagent or resource	Source	Identifier
Antibodies		
Rabbit anti-SMA	Abways	CY5295
Rabbit anti-P-FOS	Cell signaling technology	5348T
Rabbit anti-P-JUN	Cell signaling technology	3270T
Rabbit anti-ATF3	Abcam	ab254268
Mouse anti-c-JUN	Santa Cruz Biotechnology	sc-74543
Mouse anti-c-FOS	Santa Cruz Biotechnology	sc-166940
Mouse anti-GAPDH	Abcam	Ab8245
Rabbit anti-H3K27ac	Abcam	ab4729
Rabbit anti-H3K4me3	Abcam	ab8580
Mouse anti-H3K27me3	Abcam	ab6002
Biological samples		
Goat anti-rabbit IgG HRP	EASYBIO	BE0101
Goat anti-Mouse IgG HRP	EASYBIO	BE0102
Alexa Fluor 594 donkey anti-mouse	Thermo Fisher Scientific	A21208
Alexa Fluor 594 donkey anti-rabbit	Thermo Fisher Scientific	A21207
Alexa Fluor 488 donkey anti-rabbit	Thermo Fisher Scientific	A21206
Alexa Fluor 647 goat anti-mouse	Thermo Fisher Scientific	A21235
Alexa Fluor 488 donkey anti-mouse	Thermo Fisher Scientific	A21202
Chemicals, peptides, and recombinant proteins		
TruePrep DNA library prep kit V2	Vazyme	TD502
HiScript® II 1st strand cDNA synthesis Kit	Vazyme	R211-01
NovoNGS® CUT&Tag 3.0 high-sensitivity kit	NovoProtein	N259-YH01
Nuclear and cytoplasmic protein extraction kit	YEASEN	20126ES50
MolPure® cell RNA kit	YEASEN	19231ES50
ERK1/2 inhibitor	MedChemExpress	PD98059
JNK1/2/3 inhibitor	MedChemExpress	SP600125
P38 inhibitor	MedChemExpress	SB203580
Deposited data		
RNA-seq, ATAC-seq, CUT&Tag	This paper	
ChIP-seq	ENCODE	ENCFF781SNK, ENCFF050OMW, ENCFF760ABV, ENCFF064AZN, ENCFF055ACA, ENCFF539DCQ, ENCFF414RVB
Experimental models: Cell lines		
Human LX-2 cells	Procell	CL-0560
Oligonucleotides		
The primers used for qPCR can be found in the supplementary information.	This paper	
Software and algorithms		
Bowtie2	Langmead and Salzberg^109^	https://bowtie-bio.sourceforge.net/bowtie2/index.shtml
MACS2	Zhang et al.^110^	https://github.com/taoliu/MACS
Homer	Heinz et al.^52^	http://homer.ucsd.edu/homer/motif/
STAR	Dobin et al.^113^	https://github.com/alexdobin/STAR
DESeq2	Love et al.^104^	http://www.bioconductor.org/packages/release/bioc/html/DESeq2.html
DiffBind	Stark and Brown (2011)	https://bioconductor.org/packages/release/bioc/html/DiffBind.html
Samtools	Danecek et al.^114^	http://samtools.sourceforge.net
Trimgalore	N/A	http://www.bioinformatics.babraham.ac.uk/projects/trim_galore
R	N/A	https://www.rproject.org/
ImageJ	N/A	https://imagej.net/ij/index.html
IGV	Robinson et al. (2011)	https://www.igv.org/
chromHMM	Ernst and Kellis,^42^	https://compbio.mit.edu/ChromHMM/
PrimerBank	Wang and Seed^115^	https://pga.mgh.harvard.edu/primerbank/

### Phosphorylation of JUN promotes chromatin accessibility in response to matrix stiffness

To further explore the mechanism underlying the regulation of chromatin accessibility by p-JUN, we designed plasmids containing mutated phosphorylation sites at Ser^61^ and Ser^62^ within JUN to achieve enhancement (the JUN-EE mutant) of its transcriptional activation. Moreover, we also designed the JUN-EE-Δbasic and JUN-EE-Δleucine mutants to interfere with the DNA-binding activity of JUN and its dimerization with other TFs, respectively (Fig. 5a)^63^. To quantify the phosphorylation level of JUN mutants (JUN-EE, JUN-AA), we utilized the normalized fluorescent intensity to compare the relative expression levels of p-JUN in cells. The results showed that the phosphorylation level of cells with JUN-EE mutant was approximately 3-fold higher than that in control cells, while the phosphorylation level of JUN-AA mutant was about 3-fold lower than control cells (Fig. 5b, c), which is consistent with the expected functions of JUN mutants^63^.

**Fig. 5:**
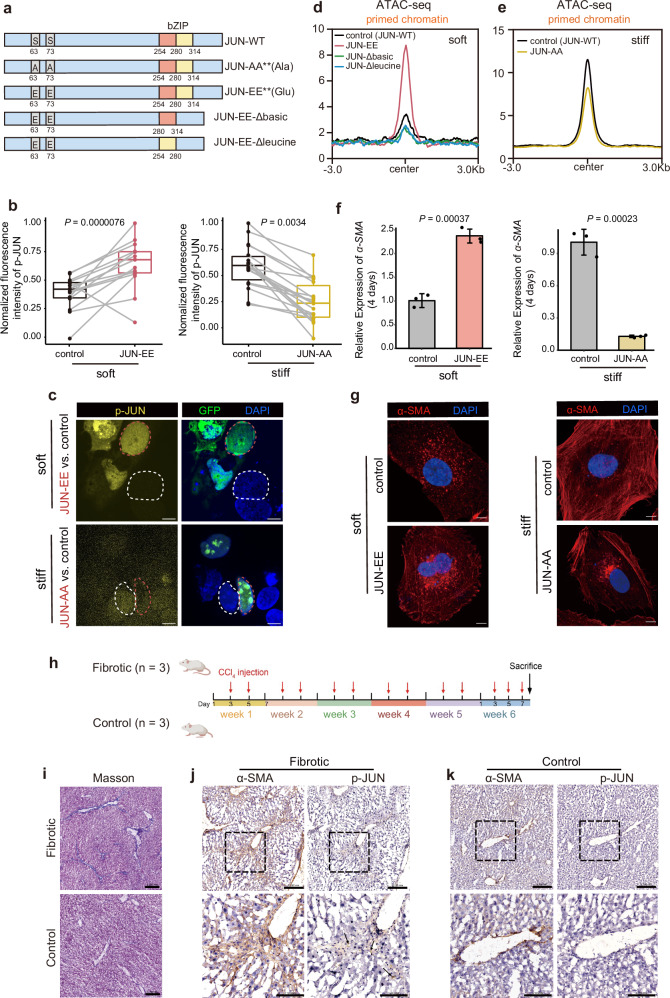
Activation of p-Jun through the ERK signaling pathway contributes to the maintenance of primed chromatin accessibility. **a** Schematic structure of the JUN protein sequence showing the DNA-binding and dimerization domains of JUN (bZIP) and the JNK phosphorylation sites (Ser^63^ and Ser^73^). For JUN-AA, point mutations were introduced to convert Ser^63^ and Ser^73^ to Ala. For JUN-EE, point mutations were introduced to convert Ser^63^ and Ser^73^ to Glu. For JUN-EE-Δbasic, the DNA-binding domain was truncated based on JUN-EE. For JUN-EE-Δleucine, the heterodimerization domain with other AP-1 family members was truncated based on JUN-EE. **b** Normalized mean fluorescence intensity of immunostaining signals of p-JUN in cells cultured on the soft matrix with or without JUN-EE mutant, and the signals of p-JUN in cells cultured on the stiff matrix with or without JUN-AA mutant. signals of p-JUN in cells cultured on the soft matrix with or without JUN-EE mutant. About 15 pairs of cells within the same imaging view were analyzed for each independent experiment. Paired Wilcoxon test. **c** Immunostaining of p-JUN showing the fluorescence intensity of p-JUN induced by the mutant. The merged image of DAPI and GFP indicating the cell expressed mutant JUN-AA or JUN-AA (outlined by red circle) and the control cell (outlined by white circle). Scale bars, 5 μm. **d** Normalized ATAC-seq signal profiles in the primed chromatin regions for cells cultured on the soft matrix following expression of JUN-EE, JUN-EE-Δbasic, and JUN-EE-Δleucine are shown in (**a**). **e** Normalized ATAC-seq signal profiles in the primed chromatin regions for cells cultured on the stiff matrix following expression of JUN-AA are shown in Fig. 5a. **f** Relative mRNA expression of α-SMA on the soft or stiff matrices for 4 days with or without mutants JUN. The expression level was normalized with GAPDH, three independent experiments, the separate one-way ANOVA analysis was done in each figure. The results are shown as mean ± SD. **g** Immunofluorescence images of soft matrix-induced cytoskeletal structures reconstructed following expression of JUN-EE. Scale bar, 10 μm. And Immunofluorescence images of stiff matrix-induced cytoskeletal structures reconstructed following expression of JUN-AA Scale bar, 10 μm. The image was collected from cells on different matrices for 4 days. **h** Mouse model of liver fibrosis induced by CCl_4_ administration and the CCl_4_ treatment schedule. *n* = 3 biologically independent samples per group. Created in BioRender. Zhao, W. (2025) https://BioRender.com/j7b1xe3. **i** Visualization of the degree of liver fibrosis by Masson’s trichrome staining, where collagen fibers are stained blue. Scale bar, 200 μm. IHC characterizes the expression levels of p-JUN in fibrotic mouse liver cells. Consecutive sections from fibrotic liver (**j**) and control liver (**k**) are stained with α-SMA antibody to mark activated hepatic stellate cells, and with the p-JUN. Scale bar, 200 μm. Enlarged views of the areas enclosed by the dashed boxes are shown below, scale bar, 100 μm. The black arrows in the images emphasize the regions where hepatic stellate cells are located.

After that, ATAC-seq was performed to identify changes in chromatin accessibility. Enhanced phosphorylation of JUN (the JUN-EE mutant) resulted in increased chromatin accessibility in the primed chromatin regions of cells cultured on a soft matrix (Fig. 5d). By contrast, the JUN-EE-Δbasic and JUN-EE-Δleucine mutants resulted in reduced chromatin accessibility as compared with JUN-EE and caused the chromatin accessibility similar to that of control cells (Fig. 5d), which was in line with the mechanism that the dimerization and DNA binding activity were required for p-JUN to perform its transcription function^56^. Accordingly, we also compared the ATAC-seq signal in the other chromatin regions excluding primed chromatin, and found that the chromatin accessibility increased moderately, suggesting a specific function of p-JUN in the establishment of primed chromatin (Supplementary Fig. 4e). We then investigated whether p-JUN is indispensable for chromatin accessibility in response to matrix stiffness. The deficient phosphorylation of JUN (the JUN-AA mutant) resulted in decreased chromatin accessibility in the primed chromatin regions of cells cultured on a stiff matrix (Fig. 5e). Accordingly, when comparing the ATAC-seq signal in the other chromatin regions excluding primed chromatin, we also found decreased chromatin accessibility (Supplementary Fig. 4f). These results indicate that p-JUN is required for the establishment of accessible chromatin globally.

Furthermore, we examined the transcriptional changes of fibrotic genes upon the gain and loss of function of p-JUN by day 4, the results showed that the expression of the fibrosis marker α-SMA was increased in cells with enhanced p-JUN, while its expression was decreased in cells with deficient p-JUN (Fig. 5f). Immunofluorescence imaging shows that the cells containing the JUN-EE mutant had well-organized actin stress fibers compared with the control cells expressing wild-type JUN, conversely, the JUN-AA resulted in deficient stress fiber organization (Fig. 5g). These results indicated that the phosphorylation of JUN could promote the accessibility of primed chromatin and the phenotypic shift towards fibrosis.

Next, we explored whether or not p-JUN is elevated in HSCs during liver fibrosis. We conducted immunohistochemistry (IHC) experiments using CCl_4_-treated chronic fibrosis mouse. Masson’s trichrome staining results showed that the liver tissue had significantly fibrosed after 6 weeks of CCl_4_ injection (Fig. 5h, i). On consecutive sections of fibrotic liver and control liver, activated HSCs were marked with α-SMA antibody, and the p-JUN was also labeled. The results showed an increase in p-JUN protein expression in HSCs after fibrosis (Fig. 5j, k). This indicates that the phosphorylation and activation of the TF JUN may play an important role in the fibrotic process in vivo.

Given that the phosphorylation of JUN regulates chromatin dynamics under mechanical stimulation, we further sought to elucidate the upstream signaling pathways responsible for the changes in ECM stiffness and regulation of TF phosphorylation levels. It has been suggested that ECM stiffness may regulate the activities of cytoplasmic kinases and subsequently influence cell behavior^64^. The conserved extracellular signal-regulated kinase (ERK) signaling pathway is activated by a variety of extracellular stimulus^61,65^. To address the participation of upstream signaling pathways after the application of matrix stiffness, we performed immunofluorescence assays targeting p-ERK. We found that p-ERK had a higher nuclear-to-cytoplasmic fluorescence ratio in response to a stiff matrix (Supplementary Fig. 6a, b). Next, we used specific inhibitors of ERK, JNK kinases, and p38, which have been reported to be important in the response to stimulus and tumorigenesis (Supplementary Fig. 6c, d). Lower p-JUN levels were observed following inhibition of p-ERK, while the inhibition of other kinases or pathways had no effect, suggesting that p-ERK is critical for the activation of JUN. These results indicate that the ERK pathway acts as a molecular link between matrix stiffness and chromatin accessibility, which in turn enables cells to dynamically regulate gene expression and adapt to altered mechanical environments. Moreover, we continuously observed the nuclear-cytoplasmic fluorescence ratio of p-ERK on the stiff matrix to explore the timing and duration of p-ERK activity. The results showed that the activation of ERK responded to stiffness in a relatively short period of time (within 2 h) and maintained the activated state for a long time (Supplementary Fig. 6e, f). Previous publications reported that the translocation of ERK can be either transient, with a peak at around 10–15 min after stimulation, or prolonged, where most ERK molecules enter the nucleus within 10 min and can be retained there by various nuclear anchoring moieties for up to 3 h or even longer (>10 h)^66,67^. Based on these, we proposed that the matrix stiffness can be regarded as continuous and long-term extracellular stimulus to the cell, thereby leading to a sustained ERK activity responding dynamics.

## Discussion

Here, we demonstrate that ECM stiffness induces cell phenotypic transition through the remodeling of chromatin accessibility. Moreover, we show that the establishment of primed chromatin in response to the matrix mechanical stimuli precedes the onset of gene transcription. Overall, based on our work and prior knowledge, we propose a model underlying the regulation of gene expression in response to mechanical stimulus. At the first stage, the cells are subjected to the increased matrix stiffness on a shorter time scale, the cytoplasmic kinases ERK would be activated and translocate to the nucleus, and then phosphorylate the pioneer factor (JUN), leading to its transcriptional activation state (p-JUN) and promoting its binding to chromatin. Subsequently, the pioneer factor can initiate chromatin opening to establish a primed chromatin state. During this process, we find that the H3K27ac modification is increased, which is consistent with the previous report that the pioneer factor can facilitate the recruitment of the general transcription co-activator p300, CREB-binding protein (CBP), and acetylated H3K27^51^. However, the nearby genes are not yet transcriptionally activated. At the second stage, when the cells are subjected to the stiff matrix stimuli on a longer time scale, the genes near the pioneer factor start to be activated and expressed, and the cells exhibit a pronounced fibrotic phenotype (Fig. 6). In summary, our findings emphasize a major role for chromatin priming in the response to ECM mechanical stimuli, which sheds light on the gene regulation mechanism in cells cultured on a stiff matrix. Given that both histone acetylation and pioneer factors are involved in dynamic chromatin accessibility, the detailed functions of AP-1 factors and histone acetyltransferases (HATs) in the regulation of the chromatin landscape remain unclear.

**Fig. 6:**
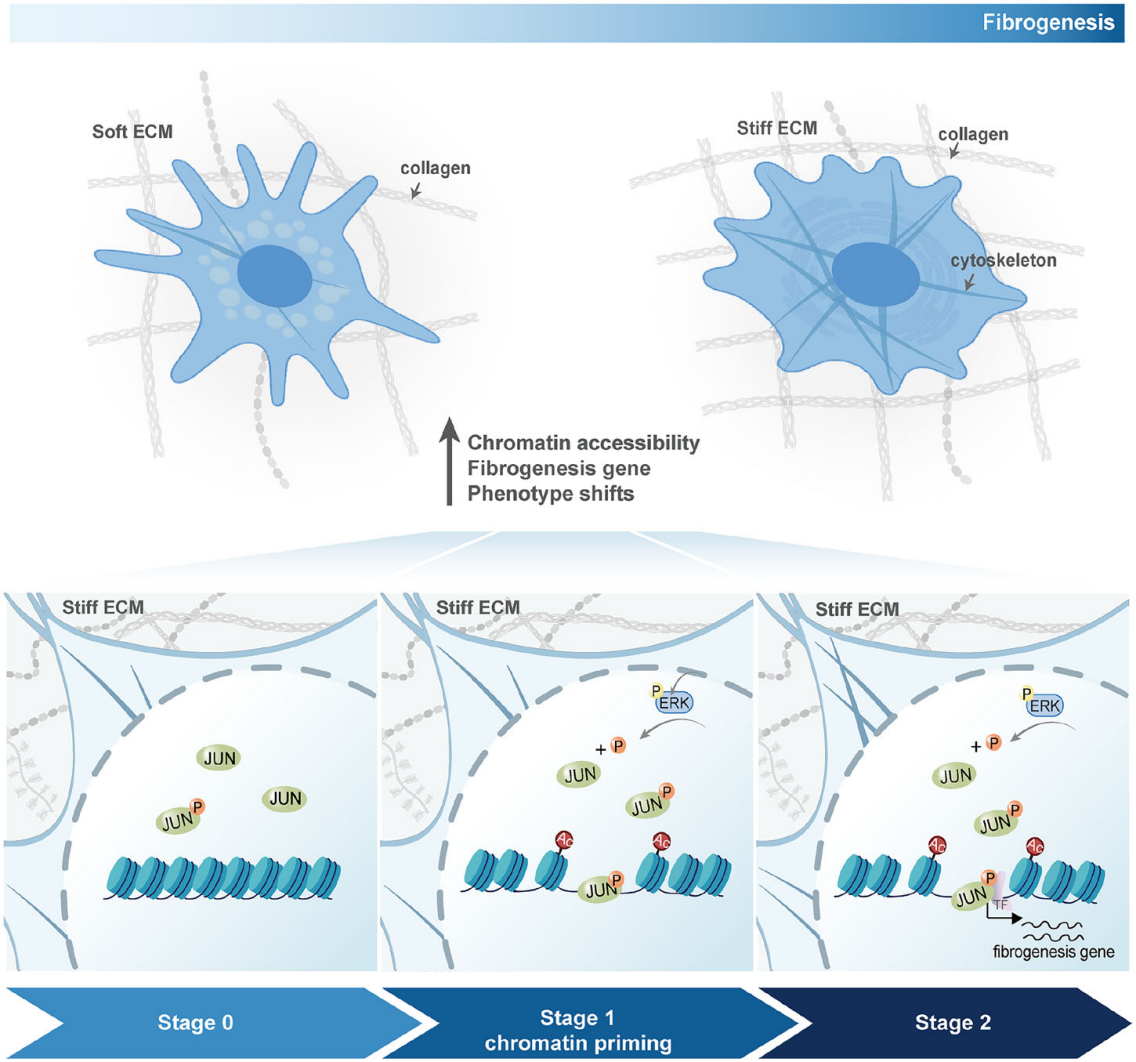
A schematic illustrating the mechanism underlying cell phenotype shifts in response to matrix stiffness. The proposed model shows that the stiff matrix induces cell phenotype transition, and the chromatin accessibility dynamics occur before transcription activation. Created in BioRender. Zhao, W. (2025) https://BioRender.com/y5ixhxi.

Previous publications have discovered the contribution of ECM stiffness to cell phenotypic transition through transcriptome alterations^2,68,69^. Moreover, the chromatin landscape can also be affected by matrix stiffness; for example, changes in matrix stiffness can drive changes to the nucleus and chromatin state through Sp1-HDAC3/8-mediated pathways, in which Sp1 can recruit HDACs (histone deacetylases) to further modulate chromatin accessibility^4^. The transcriptional regulation controlled by epigenetics, such as DNA methylation, histone modifications, has been widely explored in the context of HSCs activation and the mechanical activation of other mesenchymal cells. Epigenetic events that control HSC activation and function are highly dynamic processes^70^, and several relevant epigenetic mechanisms have been reported^71^. Tian et al. reported that Myocardin-related TF A (MRTF-A, also known as MKL/myocardin-like protein 1) orchestrates profibrogenic transcription by recruiting a histone methyltransferase complex to the promoters of fibrogenic genes by regulating the H3K4 methylation^72^. In our work, we defined the primed chromatin regions, where the chromatin accessibility precedes and foreshadows changes in gene expression.

Evaluation of genome-wide chromatin accessibility using ATAC-seq of cells stimulated by mechanical cues (including stiffness, stretch, and topography) revealed a dramatic effect on the global chromatin structure^4,62,73–76^. However, the chromatin structure of cells does not always follow similar trends in chromatin accessibility in response to microenvironmental stiffness cues. For instance, one previous study found that mesenchymal stem cells (MSCs) maintain a more accessible chromatin status on soft substrates than those on stiff substrates^76^, while other works reported that stiff matrix resulted in more accessible chromatin of fibroblast2 and mammary epithelial cells^4^. Our results showed that stiff matrix induced the establishment of primed chromatin in HSCs, in which the chromatin regions become more accessible prior to the upregulation of nearby genes. Since HSCs have also been described as a liver-resident MSCs population and can transdifferentiate to myofibroblasts^77,78^, it is interesting to find that these cell types have distinct mechanisms regulating chromatin accessibility upon mechanical stimulus, indicating that there are still many issues worth studying between cell fate and the response to mechanical signals. Moreover, previous studies have reported that increased expression levels of the JUN gene in fibrotic diseases may be highly correlated with the disease^60,79^. The upregulation of TF or their phosphorylation and activation both have an impact on their transcriptional activation capacity^80^. Our research found and demonstrated that the TF JUN did not show significant changes at the gene and protein expression levels; instead, its phosphorylation and activation status responded to mechanical signals. Additionally, scRNA-seq data from patients with liver cirrhosis also revealed no changes in JUN gene expression. Our results indicated the impact of the phosphorylation and activation of TF on their transcriptional activity.

Epigenetic regulators and TF can also organize the genome into accessible or closed regions, orchestrating the appropriate transcriptional program in the cell^81^. Many previous studies have reported that YAP1 is a critical driver of HSC activation, as its nuclear translocation is followed by the induction of YAP1 target genes during activation^82–84^, and pharmacological inhibition of YAP1 improves liver fibrosis in mice^85^. Jang et al., using the human gastric cancer cell line, revealed that the DNA methylation of the promoter region of the oncogenic YAP is reversibly regulated by the stiffness of the ECM^5^. Additionally, TEAD proteins have been shown to interact with YAP/TAZ, a key component of the Hippo signaling pathway, could sense the physical nature and drive tumorigenesis^86,87^. In our work, we found that AP-1 family, including the JUN, FOS, and ATF sub-families, which are known as the pioneer TF, can initiate chromatin remodeling and are involved in the regulation of the developmental process^56,88^, are involved in the stiffness-induced cell phenotypic transition. Our findings are consistent with previously studied that AP-1 acts as “activating” TF in the activated HSCs by controlling transcription of potent pro-fibrogenic genes^89,90^. Moreover, YAP/TAZ/TEAD and AP-1 form a complex that synergistically activates target genes, and the YAP/TAZ-induced oncogenic growth is strongly enhanced by gain of AP-1 and severely blunted by its loss^91^. Taken together, although there have been several indications that chromatin epigenomic remodeling and TF play a key role in mechanical transduction and cell phenotype shifts, our work reveals a complex interplay by which mechanical signals can be transduced to the nucleus to alter chromatin accessibility through the activation of the regulatory factor JUN, which initiates chromatin priming and drives cell phenotypic shifts. The detailed mechanism between the epigenetic regulators and TFs still needs further study.

In addition, the in vitro system, in which the hydrogel stiffness was adjusted to physiologically relevant conditions of cirrhotic and normal liver tissue, enables us to study the effects of mechanical stimulus on cell behavior during the fibrotic disease process. HSCs are the main contributors of the ECM to the fibrotic liver, increasing the stiffness of the microenvironment. Simultaneously, this stiffness can be detected by HSC surface receptors called integrins, allowing HSC activation and differentiation to myofibroblasts^92,93^. Current models regard the relationship between ECM stiffness and HSC phenotypic transition as a chain of circumstances that results in end-stage fibrotic disease^94^. Although liver cirrhosis is a relatively complex process in vivo, our experiment, built on foundational studies, was able to partially delineate the differentiation process from HSCs to myofibroblasts in response to matrix stiffness. Despite many signaling pathways, molecules, and mechanisms reported to be involved in phenotypic shifts of HSCs^95^, it remains unclear to what extent matrix stiffness can drive phenotypic shifts of HSCs and whether these shifts are accompanied by epigenetic changes. Here, we explored the mechanism underlying the effect of mechanical cues from the microenvironment on cell phenotype using matrix stiffness as the sole variable. More broadly, fibrotic diseases encompass pathological angiogenesis in multiple organs, among which the common feature of fibrosis is conserved.

We reveal that the activated AP-1 could respond to the stiff matrix and establish the primed chromatin state that prepares genes for cell phenotypic shifts. We found that the activated p-JUN plays a key role in transducing the mechanical stimuli to the nucleus. Further studies are needed to explore whether p-ERK nuclear activity sufficient to overcome soft matrix effects, and whether this explicitly requires JUN phosphorylation.

In summary, this work integrates time-resolved, genome-wide profiles to explore fibrotic cell fate and provides insights into the involvement of TF and chromatin dynamics in mechanically related fibrotic diseases and liver homeostasis. Understanding the molecular events involved in the establishment and maintenance of chromatin accessibility and gene regulation in response to mechanical stimulus will benefit the design of strategies for cellular reprogramming, differentiation, and cancer treatment.

## Methods

### Hydrogel formation

The polyacrylamide (PA) hydrogels were prepared following previous protocols^96–98^. Briefly, clean glass coverslips were functionalized using 3-(trimethoxysilyl) propyl methacrylate to facilitate covalent attachment of polyacrylamide gel. The polymer solution contained acrylamide monomers, the crosslinker N, N-methylene-bis-acrylamide, ammonium persulphate, and N, N, N′, N′-tetramethyl-ethylenediamine (TEMED, T22500, Sigma-Aldrich). Polyacrylamide gel was sandwiched between a functionalized coverslip and a dichlorodimethylsilane-treated slide (40140, Sigma-Aldrich). The ratio of % acrylamide/% bis-acrylamide was 7.8/0.8 and 10.4/0.5 for soft and stiff gel, respectively. Subsequently, substrates were incubated in 0.1 mg/mL N-sulphosuccinimidyl-6-(40-azido-20-nitrophenylamino) hexanoate (sulpho-SANPAH, 22589, Sigma-Aldrich) and activated with ultraviolet light. Finally, a thin layer of plasma fibronectin (0.1 mg/mL, F2006, Sigma-Aldrich) was crosslinked to the gel surface by overnight incubation at 4 °C.

### Cell culture

Immortalized human HSC cell line LX-2 (Procell, CL-0560) was cultured in DMEM supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin at 37 °C with 5% CO_2_ concentration^20^. Cells were seeded on the hydrogels at 50,000 cells/ml and cultured for 2 or 4 days, and then were collected for downstream experiments.

### Knockdown and overexpression

Mutants and truncations of human *JUN* (Gene ID: 3725) were cloned into the pEGFP-C3 vector for transient expression in LX-2 cells. The JUN-AA mutant featured point mutations where Ser^61^ and Ser^62^ were changed to Ala, simulating the inhibition of phosphorylation. The JUN-EE mutant contained point mutations where Ser^61^ and Ser^62^ were altered to Glu, simulating phosphorylation. JUN-EE-Δbasic contained a truncated DNA-binding domain through deletion of the 254–280 gene segment based on JUN-EE. JUN-EE-Δleucine contained a truncated dimerization domain through deletion of the 280–314 gene segment based on JUN-EE. Each of plasmids contains a GFP tag. Cells were transfected with the plasmids using Neofect™ DNA transfection reagent.

### Immunofluorescence

Cells were fixed with 4% paraformaldehyde for 15 min at room temperature, washed twice with PBS, and blocked with 5% fetal bovine serum for 1 h at room temperature. Subsequently, cells were incubated with primary antibodies at room temperature for 1 h, washed three times with PBS, and incubated with the corresponding donkey anti-rat/rabbit Alexa Fluor® 488/594-conjugated secondary antibodies (at final concentration 2 µg/mL) for 1 h at room temperature. The following primary antibodies were used in this study: rabbit anti-α-SMA (Cat. no CY5295, 1:100, Abways), rabbit anti-P-JUN (Cat. 3270 T, 1:100, Cell Signaling Technology). Finally, samples were observed using confocal fluorescence microscopy. The data was processed using ImageJ software. As for the normalized mean fluorescence intensity of immunostaining signals of p-JUN in cells, the fluorescence background in the cytoplasm was subtracted. The total fluorescence intensity was then normalized by dividing the maximum value of each panel to adjust shown range in *y*-axis. Each point on the scatter plot represents a cell. About 15 pairs of cells within the same imaging view were analyzed for each independent experiment.

### Western blotting

Total protein was extracted from the cells using SDS-PAGE protein loading buffer (YEASEN, 20315ES05) containing protease inhibitors (PMSF) and phosphatase inhibitors (Roche, PhosSTOP). Cytoplasmic and nuclear proteins were extracted separately using the Nuclear and Cytoplasmic Protein Extraction Kit (YEASEN, 20126ES50) according to the manufacturer’s protocol. Samples were subjected to SDS-PAGE and transferred to nitrocellulose membrane, which was then blocked with 5% skimmed milk for 30 min at room temperature. The membranes were incubated overnight at 4 °C with specific primary antibodies. After washing three times with TBST, the membranes were incubated with secondary antibodies for 2 h at room temperature. Protein signals were acquired using a membrane imaging system (ChemiDoc™ XRS+, Bio-Rad). The following primary antibodies were used in this study: rabbit anti-α-SMA (Cat. no. CY5295, 1:1000, Abways), rabbit anti-p-FOS (Cat. 5348T, 1:1000, Cell Signaling Technology), rabbit anti-P-JUN (Cat. 3270T, 1:1000, Cell Signaling Technology), rabbit anti-ATF3 (Cat. ab254268, 1:1000, Abcam), mouse anti-c-FOS (Cat. sc-166940, 1:1000, Santa Cruz Biotechnology), mouse anti-c-JUN (Cat. sc-74543, 1:1000, Santa Cruz Biotechnology), mouse-anti-GAPDH (Cat. Ab8245, 1:1000, Abcam). And the secondary antibodies were Goat anti-Rabbit IgG HRP (Cat. BE0101, 1:10,000, EASYBIO), Goat anti-Mouse IgG HRP (Cat. BE0102, 1:10,000, EASYBIO). All the antibodies used in this experiment are listed in Table 1.

All uncropped original blots corresponding to the figures have been uploaded as Supplementary Information, with red boxes indicating the regions used in the manuscript figures. In Supplementary Fig. 3a, the lanes of H3K4me3 and GAPDH shown were derived from the same membrane with different exposures due to distinct molecular weights between target proteins and loading controls. And the lanes of H3K27ac and H3K27me3 were stained and developed separately (due to the membrane size constraints). All quantifications were performed using raw data from the same experimental batch. For experiments conducted over an extended period (Fig. 4d), we used aliquots from the same cell lysate batch for loading control detection in technical repeats, resulting in minor batch variations. In Supplementary Fig. 6d, the uncropped blots were acquired using colorimetric mode, while the main-text figure displays grayscale-converted images processed through ImageJ to align with journal visual guidelines.

Target protein signals were normalized to the corresponding GAPDH signal on each membrane using ImageJ. Biological replicates (*n* = 3 independent experiments) were performed, and representative blots are shown. Experimental and control samples were run in parallel across membranes, with full uncropped blots provided in the Supplementary Information.

### RT-qPCR

TRIzol™ reagent was used to extract total RNA from cells on the matrices according to the manufacturer’s instructions. Next, RNA was resuspended in DEPC-treated water, and quantitative RT-PCR was performed using the HiScript® II One Step qRT-PCR SYBR Green Kit according to the product instructions. The Quantagene q225 qPCR System was used to analyze cDNA levels with specific primers and normalize the results to *GAPDH*. The primers used for RT-qPCR are designed by PrimerBank. The primers were validated by examining the primer efficiency and melt curve parameters. The primer efficiency assesses whether the detection of the fluorescent dye reflects this dilution and that the template DNA is truly doubling every cycle. And the primer efficiency falls in the range of 90–110%. Additionally, the melting curve is used to check whether primers are specific to a single gene of interest, and are dissociated at a single temperature. The data shown in this word was passed validation. All qPCR-related primers are shown in supplementary information Table S1.

### Usage of inhibitors

The inhibitors of ERK, JNK, and p38 (Table 1) were diluted to 10 μM as instructed and added to the cells on stiff matrix. After culturing for 2 days, the cells were collected for downstream analysis.

### Fibrosis models

Carbon tetrachloride (CCl_4_) (ProMab, P07174) liver injury was induced^99,100^. Assign animals to groups indiscriminately using random numbers generated by a computer. The male C57BL/6J (MGI:3028467) mice (weight 24–26 g, 8-week-old, *n* = 3, each group) were injected intraperitoneally twice weekly with an i.p. 1 μL per gram body weight sterile CCl_4_ in a 1:3 v/v ratio in olive oil or olive oil alone (control) for a duration of 6 weeks. The mice were sacrificed, and their liver tissues were isolated one day after the final injection. Animals were euthanized via cervical dislocation following cervical dislocation.

The mouse livers were isolated and embedded in optimal cutting temperature (OCT) compound for cryo-sectioning. Consecutive liver sections with a thickness of 8 µm were prepared for Masson’s staining and IHC experiments. The staining methods were carried out as previously published^96^. The Expression levels of specific molecular markers were determined using immunohistochemistry.

The methods were performed in accordance with relevant guidelines and regulations. All experiments were approved by Institutional Animal Care and Use Committee (IACUC) of Peking University. We have complied with all relevant ethical regulations for animal use. The personnel who carried out the laboratory technicians were unaware of the specific group assignments of the animals. They conducted the experiments strictly in accordance with the standard operating procedures. The animals were housed in polycarbonate cages with a solid floor. The cages were equipped with nesting material and hiding places. They were group-housed with a maximum of six animals per cage to promote social interaction.

### LC-MS/MS for ECM proteome analysis

After reaching the desired confluence, cells were washed twice with pre-warmed PBS to remove any residual cellular debris or unbound proteins. The culture medium was carefully collected and centrifuged at 1000 × *g* for 10 min at 4 °C to remove any remaining cell debris. The supernatant was then filtered through a 0.22-μm filter to eliminate any potential bacterial contamination or particulate matter. Proteins in the supernatant were precipitated using an equal volume of ice-cold acetone. The mixture was stored at −20 °C for at least 2 h to ensure complete protein precipitation. Following precipitation, samples were centrifuged at 14,000 × *g* for 20 min at 4 °C. The supernatant was discarded, and the protein pellet was air-dried for 10 min. The protein pellet was resuspended in 50 mM ammonium bicarbonate (ABC) buffer, and the protein concentration was determined using a Bradford assay. Proteins were reduced by adding 5 mM dithiothreitol (DTT) and incubated at 37 °C for 30 min, followed by alkylation with 10 mM iodoacetamide (IAA) in the dark for 15 minutes. Proteins were digested with sequencing-grade trypsin at a ratio of 1:50 (trypsin:protein) at 37 °C for 16 h. The digested peptides were desalted using C18 solid-phase extraction cartridges and dried using a vacuum concentrator. The purified peptide samples were analyzed on the Orbitrap Aatral. MaxQuant and the UniProt Mouse protein database were used to search the acquired spectra. R scripts were used to perform data analysis and visualization.

### RNA-seq library preparation

Total RNA was extracted using the MolPure® Cell RNA Kit (YEASEN, 19231ES50). RNA sequencing libraries were constructed by GENEWIZ, Inc. RNA-seq paired-end reads were sequenced on the Illumina® HiSeq XTen platform.

### ATAC-seq library preparation

The cell pellet was resuspended in moderately cold lysis buffer. The TruePrep DNA Library Prep Kit V2 for Illumina® (TD502) was used for library construction. After 12 cycles of PCR amplification. After purification, paired-end sequencing was performed on the Illumina® Novaseq 6000 platform.

### CUT&Tag library preparation

The CUT&Tag assay was performed using the NovoNGS® CUT&Tag 3.0 High-Sensitivity Kit (NovoProtein, N259-YH01). A total of 1 × 10^5^ cells were washed twice with 1.5 mL wash buffer and then mixed with activated concanavalin A beads. After successive incubation with the primary (room temperature, 2 h) and secondary (room temperature, 1.5 h) antibodies, cells were washed and incubated with pAG-Tn5 for 1.5 h. The following primary antibodies were used in this study: rabbit anti-H3K27ac (Cat. Ab4729, 1:50, Abcam), rabbit anti-H3K4me3 (Cat. Ab8580, 1:50, Abcam), mouse anti-H3K27me3 (Cat. Ab6002, 1:50, Abcam), rabbit anti-P-FOS (Cat. 5348T, 1:50, Cell Signaling Technology), rabbit anti-P-JUN (Cat. 3270T, 1:50, Cell Signaling Technology), rabbit anti-ATF3 (Cat. ab254268, 1:50, Abcam). And the secondary antibodies were Goat anti-Rabbit IgG HRP (Cat. BE0101, 1:100, EASYBIO), Goat anti-Mouse IgG HRP (Cat. BE0102, 1:100, EASYBIO). Subsequently, tagmentation was performed for 1 h in the provided buffer, and the target DNA fragments were purified using tagmentation DNA extraction beads. After washing the beads in 80% ethanol, the libraries were sequenced using the Illumina® NovaSeq 6000 platform.

### RNA-seq data analysis

The raw sequences were cleaned using TrimGalore^101^, and mapped to the human reference genome hg19 by STAR with default parameters. All mapped BAM files were converted to bigwig using bedtools^102^ for visualization in IGV. High-quality mapped reads were quantified using htseq-count^103^. Differentially expressed genes were analyzed by DEseq2^104^. Functional enrichment of previously reported gene sets in the transcriptomes was determined using the GSEA software package^105,106^, and GO enrichment analysis was performed using DAVID^107^. The gene signatures used in RNA-seq analysis have been reported previously^108^. The active fibrogenic HSC signature was based on the CCl_4_ model of liver fibrosis, in which differentially expressed genes in HSCs isolated from CCl_4_-treated mice were compared with HSCs isolated from both healthy and recovered mice. This signature constitutes genes directly associated with ECM deposition and fibrotic HSCs. The conserved initiatory HSC signature was generated by intersecting “in vivo” and “in vitro” genes. The in vivo liver injury signature was defined as up- and downregulated genes in HSCs at 24 h after a single injection of CCl_4_ as compared with HSCs isolated from healthy mice.

### ATAC-seq data analysis

Sequencing adaptors were removed from the raw ATAC-seq reads using TrimGalore^101^, and clean data were mapped to the human reference genome hg19 using Bowtie2^109^. Peaks were called using Macs2^110^ with a relaxed q-value threshold of 0.05. The HOMER motif discovery algorithm, *findMotifsGenome.pl*, was used to elucidate the enriched motifs of specific accessible regions^52^.

### CUT&Tag data analysis

TrimGalore^101^ was used to cut adapters, and trimmed reads were then aligned to the human genome hg19 using Bowtie2^109^. Reads were sorted and converted to BAM format, and duplicates were marked using Picard. Chromatin markers were used to train the chromatin states in mouse HSCs by chromHMM^42^. For comparison of the ChIP-seq and ENCODE data, H3K4me1, H3K27ac, and CTCF ChIP-seq data generated in MEFs were downloaded from ENCODE database. After normalization of the sequencing depth, the deepTools2 software with default parameters^111^ was used to plot the heatmaps showing signals around peak regions.

### Identification of unique and shared differentially accessible regions

The read pair numbers inside each ATAC-seq peak were calculated using DiffBind^112^. The differentially accessible regions were identified using DEseq2^104^ with a cutoff of Fold Change ≥ 2 and *p* value < 0.05 through pairwise spatiotemporal comparisons (D2 soft vs. D2 stiff, D4 soft vs. D4 stiff, D2 soft vs. D4 soft, D4 stiff vs. D4 stiff). Four unique clusters and four shared clusters were selected from the unique and shared peaks; for example, D4 stiff unique peaks were selected from the differentially accessible regions with higher signals by intersecting D2 stiff vs. D4 stiff and D4 soft vs. D4 stiff.

### Statistics and Reproducibility

The high-through sequencing experiments consisted of at least two biological replicates. And the biochemical assays consisted of at least three biological replicates. For comparison between conditions in this study, two-tailed Wilcoxon tests, paired Wilcoxon tests, or one-way ANOVA were performed using the function in R. The center line of a boxplot represents the median. The data expressed as the mean ± standard deviation (SD) was representative of all independent experiments. *P* values of < 0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Materials

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Data Availability

The raw data of ATAC-seq, RNA-seq, and CUT&Tag have been deposited at Gene Expression Omnibus (GEO) under the accession number GSE220703. The uncropped and unedited blot images were included in the Supplementary Information. All the raw proteomics data were deposited at iProX under the project ID IPX0011739000. The numerical source data for graphs and charts is shown in Supplementary Data 1.

# Supplementary material for: Increased matrix stiffness promotes fibrogenesis of hepatic stellate cells through AP-1-induced chromatin priming
**Source:** Commun Biol. 2025 Jun 12;8:920. doi: 10.1038/s42003-025-08160-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Materials

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** The numerical source data for graphs and charts

# Supplementary material for: Increased matrix stiffness promotes fibrogenesis of hepatic stellate cells through AP-1-induced chromatin priming
**Source:** Commun Biol. 2025 Jun 12;8:920. doi: 10.1038/s42003-025-08160-2
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The public data sets used in our study were collected from Gene Expression Omnibus (GEO).                                                                                                                       |
| Data analysis   | Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request. The software used in this study is described in the above section in details. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw data of ATAC-seq, RNA-seq and Cut&Tag have been deposited in Gene Expression Omnibus (GEO) under the accession number GSE220703. The uncropped and unedited blot images were included in the Supplementary Information. All the raw proteomics data were deposited on Zenodo (project No.10842285). The numerical source data for graphs and charts is shown in Supplementary Data 1.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A because our research used only published datasets

Reporting on race, ethnicity, or other socially relevant groupings N/A because our research used only published datasets

Population characteristics N/A because our research used only published datasets

Recruitment N/A because our research used only published datasets

Ethics oversight N/A because our research used only published datasets

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size At least three samples of each group were chosen in the biochemical experiments. At least two samples of each group were chosen in the high-throughput sequencing experiments.

Data exclusions No data were excluded from the analyses in this study.

Replication All attempts at replication were successful.

Randomization Samples were allocated into experiment groups randomly.

Blinding The investigators were not blind to group allocation during data collection and analysis. The experiments carried out were based on the specific culture conditions, thus requiring knowledge of samples to be processed.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used rabbit anti-SMA (Abways, CY5295)  
rabbit anti-P-FOS (Cell Signaling Technology, 5348T)  
rabbit anti-P-JUN (Cell Signaling Technology, 3270T)

rabbit anti-ATF3 (Abcam, ab254268)  
 mouse anti-c-JUN (Santa Cruz Biotechnology, sc-74543)  
 mouse anti-c-FOS (Santa Cruz Biotechnology, sc-166940)  
 mouse anti-GAPDH (Abcam, Ab8245)  
 rabbit anti-H3K27ac (Abcam, ab4729)  
 rabbit anti-H3K4me3 (Abcam, ab8580)  
 mouse anti-H3K27me3 (Abcam, ab6002)  
 Goat anti-Rabbit IgG HRP (EASYBIO, BE0101)  
 Goat anti-Mouse IgG HRP (EASYBIO, BE0102)  
 Alexa Fluor 594 donkey anti-mouse (Thermo Fisher Scientific, A21208)  
 Alexa Fluor 594 donkey anti-rabbit (Thermo Fisher Scientific, A21207)  
 Alexa Fluor 488 donkey anti-rabbit (Thermo Fisher Scientific, A21206)  
 Alexa Fluor 647 goat anti-mouse (Thermo Fisher Scientific, A21235)  
 Alexa Fluor 488 donkey anti-mouse (Thermo Fisher Scientific, A21202)

## Validation

primary antibodies:

1. rabbit anti-SMA (Abways, CY5295)

website: <https://www.abways.com/products.aspx?nid=3&typeid=149&key=rabbit%20anti-SMA>

citation: Dou, Shi-Ding et al., 2021

2. rabbit anti-P-FOS (Cell Signaling Technology, 5348T)

website: [https://www.cellsignal.com/products/primary-antibodies/phospho-c-fos-ser32-d82c12-xp-rabbit-mab/5348?srsltid=AfmBOoqYBZ9GEee\\_hm0iawUwiDM1iZFwANcFQ9d9L8lZgmHC8PM1YmQh](https://www.cellsignal.com/products/primary-antibodies/phospho-c-fos-ser32-d82c12-xp-rabbit-mab/5348?srsltid=AfmBOoqYBZ9GEee_hm0iawUwiDM1iZFwANcFQ9d9L8lZgmHC8PM1YmQh)

citation: Ayantika Ghosh, et. al., 2014; María Tomé, et. al., 2014

3. rabbit anti-P-JUN (Cell Signaling Technology, 3270T)

website: <https://www.cellsignal.com/products/primary-antibodies/phospho-c-jun-ser73-d47g9-xp-rabbit-mab/3270>

citation: Brandon Podyma, et. al., 2020; Maren Pein, et. al., 2020

4. rabbit anti-ATF3 (Abcam, ab254268)

website: <https://www.abcam.com/en-us/products/primary-antibodies/atf3-antibody-epr22610-19-chip-grade-ab254268>

reactivity data: 5 µg for 25 µg chromatin (Human)

5. mouse anti-c-JUN (Santa Cruz Biotechnology, sc-74543)

website: [https://www.scbt.com/p/c-jun-antibody-g-4?srsltid=AfmBOoph4PnlzQ-uyYG2Vt5M17PnB7orA9eucQhC9P\\_fnQTU8t1Ky\\_H1](https://www.scbt.com/p/c-jun-antibody-g-4?srsltid=AfmBOoph4PnlzQ-uyYG2Vt5M17PnB7orA9eucQhC9P_fnQTU8t1Ky_H1)

citation: Atak, ZK. et al. 2021. Genome Res; Li, M. et al. 2021. Cell Death Dis.

6. mouse anti-c-FOS (Santa Cruz Biotechnology, sc-166940)

website: <https://www.scbt.com/zh/p/c-fos-antibody-e-8>

citation: Xue, Y. et al. 2019. Nat Commun.; Prakash, N. et al. 2020. J Neurosci.

7. mouse anti-GAPDH (Abcam, Ab8245)

website: <https://www.abcam.com/en-us/products/primary-antibodies/gapdh-antibody-6c5-loading-control-ab8245>

citation: David W Salzman et. al., 2016. Nat Commun.; Thomas Wild et. al., 2016, Cell rep.

8. rabbit anti-H3K27ac (Abcam, ab4729)

website: <https://www.abcam.com/en-us/products/primary-antibodies/histone-h3-acetyl-k27-antibody-chip-grade-ab4729>

citation: Jun Wan et. al., 2017. eLife

9. rabbit anti-H3K4me3 (Abcam, ab8580)

website: <https://www.abcam.com/en-us/products/primary-antibodies/histone-h3-tri-methyl-k4-antibody-chip-grade-ab8580#drawer=publications&application=chip>

citation: Shan et. al., 2016

10. mouse anti-H3K27me3 (Abcam, ab6002)

website: <https://www.abcam.com/en-us/products/primary-antibodies/histone-h3-tri-methyl-k27-antibody-mabcam-6002-chip-grade-ab6002>

citation: Chuang et. al., 2022

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

We used the previously established human hepatic stellate cell line LX-2 (Xu et al., 2005).

Authentication

The cell lines used in the experiment were all correctly identified through short tandem repeat (STR) analysis.

Mycoplasma contamination

Cells were monthly tested for mycoplasma contamination. All cell lines tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 8-week-old C57BL/6J (MGI:3028467) male mice                                                                                                                                 |
| Wild animals            | N/A because no wild animals used in our research.                                                                                                                           |
| Reporting on sex        | C57BL/6J male mice were used in our study. There was no sex-based analysis in the study.                                                                                    |
| Field-collected samples | N/A because no field-collected samples used in our research.                                                                                                                |
| Ethics oversight        | The methods were performed in accordance with relevant guidelines and regulations and approved by Institutional Animal Care and Use Committee (IACUC) of Peking University. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                             |
|-----------------------|---------------------------------------------|
| Seed stocks           | N/A because no plants used in our research. |
| Novel plant genotypes | N/A because no plants used in our research. |
| Authentication        | N/A because no plants used in our research. |

How the deposited data were processed for this re-analysis (not part of the article)

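RNA-seq was measured in LX-2 cells cultured on a soft (2 kPa) or a stiff (40 kPa) matrix for 2 or 4 days, with 2 libraries per condition and 8 in all. Conditions and replicate numbers were taken from the sample labels, and the stiffness from the paper.

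The authors cleaned reads with TrimGalore, mapped them to hg19 by STAR with default parameters and made the deposited counts per gene with htseq-count, without normalization. The paper's text does not name the gene annotation or the strand setting, so reads of overlapping genes on opposite strands could have been discarded or counted on either gene. The authors also deposited FPKM of the same genes. Dividing each count by its FPKM gave the same ratio between libraries in each of 11016 genes, and this ratio was that of median-of-ratios size factors. The FPKM are therefore scaled by size factors and not by the total count. The gene lengths implied by the FPKM were whole numbers in 100% of the 20029 genes for which one could be computed.

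The tests started from the deposited counts. They were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Of 25369 genes, 14570 passed edgeR's filterByExpr by condition. Counts were scaled by the TMM method, with factors between 0.8704 and 1.08, and a quasi-likelihood model with 4 conditions was fitted to all 8 libraries. The groups of 2 thus shared one estimate of the spread, with a prior of 3.86 degrees of freedom and a common dispersion of 0.0281. Contrasts were the stiff against the soft matrix at 2 days and at 4 days, the difference between these effects, and 4 days against 2 days on each matrix. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05. The paper's own tool was DESeq2, which was run as an alternative. CPM values were normalized by TMM, and log2 CPM used a prior count of 2. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. FPKM of AP-1 genes were compared by an exact two-sided permutation test of the difference in means. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01. Random lists were drawn 10000 times, matched on mean expression or, for each gene, from the 200 genes nearest in log length and GC content. No column of the tables was left without a sample.

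Genes named in the text were fixed by a rule: every gene from a list of those the paper names, and, per day, the 5 largest rises and the 5 largest falls among genes past the adjusted cutoff with an average log2 CPM of at least 1 and no overlap between the libraries of the matrices. From the paper's list, those behind a claim are named. Gene symbols were matched to GENCODE v44lift37 on GRCh37, from which coordinates were taken: 21538 symbols matched directly, 1498 by an older symbol and 2333 not at all. GC content was taken from the transcript closest in length to the length implied by the FPKM.

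The totals per library lay between 19955975 and 27263935 counts, with a median of 22598474. A gene at 1 CPM thus has few enough counts that counting error alone is large, and 2 libraries per condition limit the precision of every comparison. Leaving out a library leaves 1 in its condition, so that only log2 fold changes were recomputed then. Groups of 2 are too small for a test of single divergent libraries or of other splits of the samples.

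Alternatives covered DESeq2, RLE or no scaling factors, no filter beyond a total of 1 count, a filter of at least 10 counts in every library, a separate fit for each day or matrix, the replicate number as a block, limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with an FPKM of at least 1 in at least 2 libraries, limma on log2(FPKM + 1) with no filter, and cutoffs with at least a 2-fold change. The pairing of libraries comes from the replicate numbers in the labels, and the paper does not say whether same-numbered cultures were grown together. Added after the data were seen were a crossed pairing at 4 days, offsets per library from splines (5 degrees of freedom each) of log length and GC content, limma voom with sample quality weights, unadjusted cutoffs without a fold change, and DESeq2 in separate fits.

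The tests were tested on simulated counts of 14570 genes, drawn from the means, library sizes and dispersions of the libraries, with 200 genes changed by 2 on the log2 scale at 4 days on the stiff matrix. The edgeR test recovered 191 (95.5%) with 11 false calls at 4 days and 0 at 2 days. DESeq2 recovered 194 with 45 false calls at 4 days and 10 at 2 days. The separate edgeR fit recovered 191 with 25 false calls at 4 days and 0 at 2 days. The simulation gave each gene the same dispersion in every condition, so it does not show how the fits behave when replicates are closer at one day. The changed genes lay above a minimum mean expression, and none was changed at 2 days. Recovery of smaller changes, of changes in weakly expressed genes or of changes at 2 days was thus not tested. On simulated lists of genes, camera gave a p of 9.62e-171 for raised genes and 0.988 for unchanged genes. Genes were drawn independently, so this does not test how camera behaves when the genes of a list are correlated. A slope in GC content added to 1 library gave a Spearman rho of 0.601 between log2 fold change and GC content, which the offsets reduced to 0.00416.

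The ATAC-seq and CUT&Tag data, the GO terms and the published HSC signatures were not analysed here.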

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

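All tests in this part were chosen after the result was seen, and the lists of interferon-stimulated and NF-kB target genes were written after the genes past the cutoff had been seen.

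In the fit of all libraries, time in culture changed more genes than stiffness did. From 2 to 4 days, 3985 genes changed on the soft matrix (2052 up, 1933 down) and 4024 on the stiff matrix (2034 up, 1990 down) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This depends on the fit: in separate edgeR fits, 7261 genes changed with time on the soft matrix and 0 on the stiff matrix (4188 at an unadjusted p-value under 0.05), against 314 higher and 353 lower genes with stiffness at 2 days. The paper does not report this comparison. A technical difference between the libraries of the days is a candidate explanation for part of it. Processed pseudogenes, whose reads are sensitive to mapping and library preparation, were compared with the genes they derive from. On the soft matrix, the median change of 73 pseudogenes minus that of their parent genes was -0.619 on the log2 scale, and 57 of the 73 were lower than their parent. Pseudogenes made up 0.753% of the genes called on the soft matrix. The change on the soft matrix also followed GC content across genes (Spearman rho -0.573). Offsets for gene length and GC content brought this rho to 0.00169. With them, 4307 genes on the soft matrix and 4654 on the stiff matrix passed, but these were in part other genes: of those called without offsets, 2350 (59%) on the soft matrix and 2572 (63.9%) on the stiff matrix still passed, 2345 and 2563 of them in the same direction. The median size of the log2 change of the genes called without offsets fell from 0.872 to 0.52 on the soft matrix and from 0.889 to 0.563 on the stiff matrix. These genes were selected for their change without offsets, and the splines remove the trend with GC content by design. How much of the change over time length and GC content account for is thus not shown. Since many genes still passed in the same direction, length and GC content do not account for all of it. Which genes are called depends on this correction. The labels and the paper give no library batch, so a batch that coincides with the day and time in culture cannot be told apart.

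FOS was higher on the stiff matrix at 4 days by 2.06 on the log2 scale (standard error 0.182, adjusted p = 0.0106 by edgeR's quasi-likelihood test; the adjusted p ranged from 7.87e-12 to 0.285 over 15 other settings), in 2 of 2 stiff libraries. The paper shows this AP-1 gene at 2 days, where its log2 fold change was 0.18. The difference between the days, 1.88 (standard error 0.263), was not past the cutoff (unadjusted p = 0.000108, adjusted p = 1 by the same test). The smallest adjusted p-value of any gene for this difference was 0.9997. With each 4-day library left out it was at least 1.97, so a single library does not account for it. Offsets for length and GC content moved it little, to 2.01, and so say little about such bias by themselves. Among the 200 genes nearest to FOS in length and GC content, it lay at the 100 percentile, and the largest log2 fold change of those genes was 1.68, so bias shared by genes of this length and GC content does not account for it. An immediate-early response to handling of the cells may account for it: the median of 18 other immediate-early genes lay at the 98.1 percentile of random lists, although only 10 of them were higher on the stiff matrix and their median log2 fold change was 0.189. Single members went both ways: EGR1 rose by 1.01 on the log2 scale, whereas EGR3 (-1.32, at low expression), JUNB (-0.404) and ATF3 (-0.382) were lower in both stiff libraries than in both soft ones. The list thus does not move as a whole with FOS, and the percentile alone does not settle whether FOS reflects handling or stiffness.

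Interferon-stimulated and NF-kB target genes were lower on the stiff matrix, a pattern the paper does not discuss. Of 69 such genes tested, 21 were among the 50 genes with the smallest p-values at 4 days, and 18 passed the adjusted cutoff. The other 48 were examined apart, since their selection did not rest on their own result. At 4 days, 47 of the 48 were lower on the stiff matrix, with a median log2 fold change of -0.829, and 45 were lower at 2 days, with a median of -0.544. Both medians lay at the 0 percentile of 10000 random lists matched on expression. Each stiff library showed it against the mean of the soft libraries of its day, with medians of -0.653 and -0.447 at 2 days and -0.931 and -0.895 at 4 days. Over the 4 fits that left out a 4-day library, the median closest to 0 was -0.872. Length and GC offsets moved the 4-day values of these genes by a median of only 0.0725, and their median to -0.853, which by itself says little about such bias. Among 10000 random lists matched on length and GC content, the 4-day median lay at the 0 percentile. With the correlation between the 48 genes estimated from the data, they were lower at 4 days with an adjusted p of 0.00663 by limma's camera. Without scaling factors, their median lay at -0.866 relative to that of all genes, a value that scaling cannot move. The scaling factors themselves are too small to explain the pattern, since leaving them out shifted a gene by a median of -0.118 at 4 days. A single library, length and GC content, correlation within the list and scaling thus do not account for it. A lower interferon and NF-kB response on the stiff matrix, or a higher one on the soft matrix, may explain it, as a hypothesis found and examined on the same data. An immune stimulus present in one set of cultures, such as contamination, was not tested and cannot be told apart from an effect of stiffness.

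The same 48 genes were further down at 4 days than at 2 days, but this difference rests on how correlation between the genes is treated. The median difference was -0.332 on the log2 scale, 37 of the 48 went further down, and the median lay at the 0 percentile of random lists. With length and GC offsets it was -0.316, and it lay at the 0 percentile of random lists matched on length and GC content. Random lists leave out the correlation between genes of a list. With that correlation estimated from the data, the difference between the days did not pass for the 48 genes (adjusted p = 0.0932 by limma's camera). Taken apart, it passed for the 31 interferon genes among them (median -0.337, 24 further down, adjusted p = 0.0265 by camera) but not for the 17 NF-kB genes (median -0.198, 13 further down, adjusted p = 0.483 by camera). Taken one by one, 0 of the 48 passed the adjusted cutoff for a difference between the days, as did 0 of all genes, of which 284 had an unadjusted p-value under 0.05. For the 48 genes together and for the 17 NF-kB genes, correlation between the genes thus remains an explanation for the difference between the days. A response that builds up with time on the matrix is another. For the 31 interferon genes, the difference passed with that correlation estimated, which argues against correlation as its explanation there.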

How the results depend on the processing

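The alternatives were set before the data were examined, except the crossed pairing, the length and GC offsets, voom with sample quality weights, the unadjusted cutoffs with any fold change and the separate DESeq2 fits. Those, and the comparison of the number of genes between the days, were chosen after the data were seen. Counts are given as genes higher and lower on the stiff matrix at an adjusted p-value under 0.05 unless stated. The cause of a change was not tested unless stated.

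The fit of all libraries by edgeR gave 0 and 0 genes at 2 days (411 at an unadjusted p-value under 0.05), 5 and 31 at 4 days, and 0 whose effect differed between the days (284 unadjusted). RLE normalization, no scaling factors and the filter of 10 counts stayed within 1.5 times these counts. DESeq2 gave 6 and 22 genes at 2 days, 50 and 116 at 4 days, and 3 between the days, and it included all 36 genes of the edgeR fit at 4 days. With no low-count filter, 9 genes were higher at 4 days. In a separate fit for each day, 314 and 353 genes passed at 2 days, and 0 and 0 at 4 days, where 409 had an unadjusted p-value under 0.05. With the replicate block, 3 and 11 passed at 4 days, and 13 of these 14 genes were among the 36. Limma gave 8 higher at 4 days on log2(FPKM + 1), 10 higher at 4 days and 1 between the days on log2(FPKM + 0.1), and, with no filter, 4 and 4 at 2 days, 8 and 12 at 4 days and 11 between the days.

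Cutoffs moved the counts as well. An unadjusted p-value with at least a 2-fold change gave 20 and 73 genes at 2 days, 107 and 235 at 4 days and 157 between the days in edgeR, and 13 and 58, 94 and 236, and 136 in DESeq2. DESeq2 with the adjusted cutoff and 2-fold gave 1 and 20, 19 and 86, and 3. An unadjusted p-value with any fold change gave 152 and 259, 381 and 629, and 284 in edgeR, and 145 and 210, 382 and 563, and 226 in DESeq2. The crossed pairing gave 15 and 47 genes at 4 days. Length and GC offsets gave 46 and 96 at 4 days, 14 and 46 when combined with the replicate block, and 66 and 111 with the crossed pairing. Voom with sample quality weights gave 63 and 124 at 2 days and 3 and 1 at 4 days. DESeq2 in separate fits gave 214 and 155 at 2 days and 8 and 38 at 4 days with the adjusted cutoff; 1 and 25, then 8 and 38, when 2-fold was added; 12 and 59, then 42 and 134, with the unadjusted cutoff and 2-fold; and 895 and 746, then 105 and 190, with the unadjusted cutoff alone.

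The number of genes at 4 days minus that at 2 days was 36 in the edgeR fit. It was negative in the separate edgeR fits (-667), with voom and sample quality weights (-183), and in the separate DESeq2 fits with the adjusted (-323) and the unadjusted cutoff (-1346). It stayed positive in the separate DESeq2 fits when 2-fold was added to the adjusted (20) or the unadjusted cutoff (105). From 2 to 4 days, 3985 genes changed on the soft and 4024 on the stiff matrix. The changed counts were 7261 and 0 in separate fits (4188 unadjusted on the stiff matrix), 2626 and 2543 with the replicate block, 1570 and 1626 with 2-fold, 1905 and 1994 with the unadjusted cutoff and 2-fold, 1593 and 1658 in DESeq2 with 2-fold, 1898 and 2014 in DESeq2 with the unadjusted cutoff and 2-fold, 7152 and 2024 with voom and weights, and, in separate DESeq2 fits, 6051 and 1836 adjusted, 1622 and 1235 with 2-fold, 1849 and 1670 unadjusted with 2-fold, and 7134 on the soft matrix unadjusted.

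Scaling moved the balance of directions over time. Without scaling factors, the median of all genes shifted by -0.115 at 4 days and by -0.132 from 2 to 4 days on the stiff matrix. The share of genes that rose among those changed from 2 to 4 days went from 51.5% to 40.3% on the soft and from 50.5% to 36.1% on the stiff matrix. The balance of called genes at 4 days hardly moved with it, at 13.9% higher on the stiff matrix in the edgeR fit and 12.9% without scaling factors. Other settings moved that balance more, to 32.4% with length and GC offsets, 40% in limma with no filter and 75% with voom and weights, the last of 4 genes. At an unadjusted p-value under 0.05, the 152 and 259 genes at 2 days became 79 and 402 without scaling factors and 602 and 556 with length and GC offsets, and the 381 and 629 at 4 days became 218 and 954, and 1132 and 985.

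For the 28 genes named at claims, 56 log2 fold changes had 1062 alternative values. Of these, 938 were unchanged, 28 were weaker, 50 stronger, 26 moved and 20 reversed. Unchanged means the same direction and, where a p-value was computed, the same side of the cutoff. Fits that left out a library gave no p-value, so only their log2 fold changes were compared. Reversals came from small effects or from leaving out 1 library, which leaves 1 in its condition. Over the 4 fits that left out a library of the day, the log2 fold change at 4 days ranged from -0.194 to 0.592 for VCAN, from -0.499 to 0.239 for ITGA6, from -0.0539 to 1.14 for COL8A1, from -0.108 to 0.733 for FN1 and from -0.794 to 0.677 for FOSL2. At 2 days it ranged from -0.34 to 0.398 for ACTG2, from -0.0613 to 0.286 for COL8A1, from -0.143 to 0.0853 for FN1, from -0.241 to 0.0594 for ATF3 and from -0.111 to 0.136 for IGFBP3. The ratio of ATF3 FPKM ranged from 0.848 to 1.04. FOSL2 at 4 days was -0.0183 on log2(FPKM + 1), with and without the filter, -0.0255 on log2(FPKM + 0.1) and -0.0311 with voom and weights. IGFBP3 at 2 days was -0.049 without scaling factors. The correlation of effects between the days, 0.282, was 0.898 over genes called at either day and ranged from 0.103 to 0.317 with each library left out.

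Of 126 alternative gene set tests, 113 stayed on their side of the cutoff, 9 were weaker and 4 stronger. With the correlation between genes estimated from the data, no list set in advance passed. The medians are unchanged by that setting: -0.152 and -0.294 for core ECM proteins at 2 and 4 days, 0.148 and 0.196 for SRF/MRTF targets, 0.237 and 0.156 for YAP/TAZ targets, and 0.119 for proliferation genes at 4 days, with adjusted p-values by limma's camera between 0.293 and 0.431. Without scaling factors, the proliferation median at 4 days was 0.00637 and did not pass. Between the days, core ECM proteins passed with the filter of 10 counts (median -0.158) and with the crossed pairing (-0.17), and proliferation genes (0.0808) and YAP/TAZ targets (0.0175) passed with length and GC offsets. With the replicate block, the side of the cutoff was the same for every list, with a core ECM median of -0.311 at 4 days.

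A separate fit cannot give the difference between the days. VCAM1 has fewer than 10 counts in a library and has no value under that filter. Depth limits the genes with few counts: VCAM1 has 25 and 5 counts in the stiff libraries at 4 days, so the size of its fall is imprecise.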

Differences from the paper's values

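The settings marked as added were chosen after seeing the values, and among them the unadjusted cutoff with any fold change in a joint DESeq2 fit was added because it had come near the paper's counts in a first look at the data.

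For cells cultured for 2 days, the paper's counts are 92 upregulated and 327 downregulated genes, against 0 and 0 here (411 genes at an unadjusted p-value under 0.05). Of the alternatives set before the data were examined, a separate fit for each day gave 353 downregulated genes, within 1.5 times of the paper's 327, and none came within 1.5 times of the paper's 92. Of the settings added after seeing the values, voom with sample quality weights gave 63 upregulated genes, and an unadjusted p-value with any fold change in edgeR gave 259 downregulated genes. That cutoff without scaling factors gave 79 and 402 genes, within 1.5 times of both of the paper's counts. At 4 days it gave 218 and 954. For cells cultured for 4 days, the paper's counts are 406 upregulated and 688 downregulated genes, against 5 and 31 here. None of the alternatives set before the data were examined came within 1.5 times of either. Added after seeing the values, an unadjusted p-value under 0.05 with any fold change gave 381 and 629 genes in edgeR and 382 and 563 genes in DESeq2.

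The source data sheet of Fig. 4c in the paper's Supplementary Data 1 gives means of 2 FPKM (SD 0.141) on the soft and 2 FPKM (SD 0.0707) on the stiff matrix for JUN, against 134 and 157 in the deposited FPKM. For ATF3 the sheet gives 134.5 FPKM (SD 10.6) and 157 FPKM (SD 9.9), against 2.04 and 1.93 in the deposited FPKM. The paper's values under ATF3, which are 142, 127, 164 and 150, are those deposited for JUN. The picture in Fig. 4c shows JUN above ATF3, as in the deposited FPKM. No alternative set before the data were examined applies to these values.

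The heatmap legends list marker genes as changed that did not pass the adjusted cutoff here. At 2 days these were HAS2 (log2 fold change 1.42), ITGA6 (0.57), CDH4 (0.59), VCAN (0.58), MMP2 (-1.19) and MMP9 (-1.98). All 6 passed in a separate edgeR fit of that day. HAS2, MMP2 and MMP9 also passed with DESeq2, and with an unadjusted p-value and at least 2-fold in edgeR and DESeq2. Of the settings added after seeing the values, voom with sample quality weights and separate DESeq2 fits with the adjusted cutoff called all but VCAN, as did an unadjusted p-value with any fold change in edgeR and DESeq2, and separate DESeq2 fits with the unadjusted cutoff called all 6.

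At 4 days the marker genes that did not pass were LOX (log2 fold change 0.62), CTGF (0.88), ACTG2 (0.78), COL8A1 (0.65), VCAN (0.25) and FN1 (0.36). CTGF passed with DESeq2. Of the settings added after seeing the values, the crossed pairing called CTGF, the 3 settings with length and GC offsets called CTGF and LOX, and an unadjusted p-value with any fold change called LOX, CTGF and ACTG2 in edgeR and in DESeq2 in joint or separate fits. No setting called COL8A1, VCAN or FN1 at 4 days by the adjusted p-value. Of the 3 settings with length and GC offsets, added after seeing the values, FN1 had an unadjusted p-value under 0.05 in all 3 and VCAN in 1, the offsets without a block, and COL8A1 had none under any setting.

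The paper states that more genes were differentially expressed at 4 days than at 2 days. The number at 4 days minus that at 2 days was 36 in the joint edgeR fit and 138 in the joint DESeq2 fit. In the separate edgeR fits it was -667. The other settings were added after seeing the values. An unadjusted p-value with any fold change gave 599 in the joint edgeR fit and 590 in the joint DESeq2 fit. Voom with sample quality weights gave -183. Separate DESeq2 fits gave -323 and -1346 with the adjusted and the unadjusted cutoff, but 20 and 105 when at least a 2-fold change was added. The paper states that genes near primed chromatin such as COL8A1 were upregulated at 4 days. Here the libraries of COL8A1 at 4 days overlapped between the matrices (adjusted p = 0.826 by edgeR's quasi-likelihood test; from 0.385 to 1 over 15 other settings). For ITGB2, another gene of Fig. 2d, the log2 fold change was 0.91 at 2 days and 1.11 at 4 days.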

Other observations

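The tests of the 4 gene lists were written before their results were seen, although values of some members had been seen by then. The tests of the libraries from the stiff matrix and of the number of genes at each day were chosen after the result was seen.

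The paper reports ACTA2 by quantitative PCR, where it is higher on the stiff matrix. In RNA-seq its log2 fold change was -0.214 at 2 days and -0.345 at 4 days (adjusted p = 1 and 0.813 by edgeR's quasi-likelihood test), and the stiff libraries lay below the soft ones at both days. Exons of ACTA2 overlap those of FAS on the opposite strand. COL1A1 had log2 fold changes of -0.124 and -0.221. COL3A1 had -1.06 at 2 days and -1.58 at 4 days (adjusted p = 1 and 0.25 by the same test), with no overlap at either day. COL3A1 passed the adjusted cutoff in 2 of 15 other settings at 2 days and in 3 of 15 at 4 days.

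The paper finds core ECM proteins generally upregulated by secretory proteomics. The hypothesis that RNA of these proteins rises on the stiff matrix was tested on the 29 genes of Fig. 1g, h that had enough counts. At 4 days they were lower, with a median log2 fold change of -0.294 and 7 of 29 genes higher (adjusted p = 0.000202 by limma's camera at a fixed inter-gene correlation). With the correlation estimated from the data, the adjusted p was 0.324, so the test gives no rise and the fall does not hold under both settings. It was tested in RNA and not in protein.

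YAP/TAZ targets, a list of 22 genes that respond to matrix stiffness in other cells, were hypothesized to rise. Their median log2 fold change was 0.237 at 2 days, with 18 of 22 genes higher, and 0.156 at 4 days, with 16 higher (adjusted p = 5.17e-07 by camera at both days). SRF/MRTF contractile targets had medians of 0.148 and 0.196, with 22 of 26 genes higher at each day (adjusted p = 0.00793 and 0.00282 by camera). Proliferation genes were hypothesized to differ between the matrices. They had a median of 0.119 at 4 days, with 37 of 49 higher (adjusted p = 0.0218 by camera), and of 0.0341 at 2 days (adjusted p = 0.269). With the correlation estimated from the data, the adjusted p was 0.482 for proliferation genes at 2 days and 0.293 for each of the other results, so they may reflect correlation between the genes of a list as well as an effect of stiffness. With the replicate block, the adjusted p by camera at 4 days was 1.36e-06, 0.0034 and 0.0292 for the YAP/TAZ, SRF/MRTF and proliferation lists. The correlations of same-numbered libraries were -0.0358 at 2 days and -0.49 at 4 days. Without scaling factors, the 4-day median was 0.0465 for YAP/TAZ targets, with 13 of 22 higher. It was 0.0948 for SRF/MRTF targets, with 19 of 26 higher. Both lists still passed at the fixed correlation (adjusted p = 3.36e-07 and 0.00269 by camera). Since camera compares a list with the other genes, a shift shared by all genes largely cancels, so these p-values say little about scaling.

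The libraries from the stiff matrix at 4 days differed more than other replicates, with a coefficient of variation of 31.2%. Gene length and GC content were examined as a candidate explanation. Splines of both accounted for 43.4% of the variance of the difference between these libraries. They accounted for 43.6% in the soft libraries at 2 days, 31.7% in the soft libraries at 4 days and 7.36% in the stiff libraries at 2 days. The soft libraries at 2 days had a similar share with a coefficient of variation of only 7.52%. A similar share of a larger spread is a larger amount. Length and GC content thus go with part of the larger difference between the stiff libraries at 4 days. The splines leave the larger part of its variance open, and why the trend was stronger in these libraries was not tested. Depth is not an explanation, since the totals differ by a ratio of 1.04. The spread between these libraries bears on each comparison at 4 days. The stiffness effect followed gene length across genes in opposite directions at the days, with a Spearman rho of 0.252 at 2 days and -0.291 at 4 days. With length and GC offsets, 142 genes passed at 4 days, of which 35 were among the 36 genes of the fit without offsets.

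More genes passed at 4 days than at 2 days when all libraries shared one estimate of the spread. A candidate explanation is that sharing this estimate makes 2-day comparisons too conservative and 4-day comparisons too lenient, since replicates were closer at 2 days. The shared common dispersion was 0.0281, against 0.00566 (soft) and 0.00169 (stiff) between replicates at 2 days. Unadjusted p-values under 0.05 were found for 2.82% of genes at 2 days, below the 0.05 that a calibrated test gives without any effect. These values go with 2-day comparisons that are too conservative. Whether 4-day comparisons are too lenient is not shown by them. With a separate fit for each day, the number at 4 days minus that at 2 days was -667. Separate DESeq2 fits also gave a negative difference at the adjusted cutoff (-323), but a positive one when at least a 2-fold change was added (20). The comparison of these numbers thus depends on the fit and on the cutoff. The number of genes that pass is therefore no measure of whether the effect of stiffness grew, and the test of that change passed for 0 genes in the edgeR fit, with 284 at an unadjusted p-value under 0.05, for 3 with DESeq2, for 1 in limma on log2(FPKM + 0.1) and for 11 in limma on log2(FPKM + 1) with no filter.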
